# Comparative Toxicotranscriptomics of Single Cell RNA-Seq and Conventional RNA-Seq in TCDD-Exposed Testicular Tissue

**DOI:** 10.3389/ftox.2022.821116

**Published:** 2022-05-09

**Authors:** Alex Haimbaugh, Danielle Meyer, Camille Akemann, Katherine Gurdziel, Tracie R. Baker

**Keywords:** single cell RNA-seq, TCDD, pseudo bulk-seq, bulk-seq, scRNA-seq dropout, exposure, transcriptome

## Abstract

In this report, we compare the outcomes and limitations of two methods of transcriptomic inquiry on adult zebrafish testes exposed to 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) during sexual differentiation: conventional or bulk RNA-seq (bulk-seq) and single cell RNA sequencing (scRNA-seq) data. scRNA-seq has emerged as a valuable tool for uncovering cell type-specific transcriptome dynamics which exist in heterogeneous tissue. Our lab previously showed the toxicological value of the scRNA-seq pipeline to characterize the sequelae of TCDD exposure in testes, demonstrating that loss of spermatids and spermatozoa, but not other cell types, contributed to the pathology of infertility in adult male zebrafish exposed during sexual differentiation. To investigate the potential for technical artifacts in scRNA-seq such as cell dissociation effects and reduced transcriptome coverage, we compared bulk-sequenced and scRNA-seq-paired samples from control and TCDD-exposed samples to understand what is gained and lost in scRNA-seq vs bulk-seq, both transcriptomically and toxicologically. We hypothesized that the testes may be sensitive to tissue disruption as they contain multiple cell types under constant division and/or maturation, and that TCDD exposure may mediate the extent of sensitivity. Thus, we sought to understand the extent to which this dissociation impacts the toxicological value of data returned from scRNA-seq. We confirm that the required dissociation of individual cells from intact tissue has a significant impact on gene expression, affecting gene pathways with the potential to confound toxicogenomics studies on exposures if findings are not well-controlled and well-situated in context. Additionally, a common scRNA-seq method using cDNA amplified from the 3’ end of mRNA under-detects low-expressing transcripts including transcription factors. We confirm this, and show TCDD-related genes may be overlooked by scRNA-seq, however, this under-detection effect is not mediated by TCDD exposure. Even so, scRNA-seq generally extracted toxicologically relevant information better than the bulk-seq method in the present study. This report aims to inform future experimental design for transcriptomic investigation in the growing field of toxicogenomics by demonstrating the differential information extracted from sequencing cells—despite being from the same tissue and exposure scheme—is influenced by the specific protocol used, with implications for the interpretation of exposure-induced risk.

## Introduction

The transcriptome is the complete picture of all expressed genes in a cell and in what quantity, during a specific developmental stage and/or experimental condition. The field of transcriptomic research has expanded at a rapid rate since the first attempts in the 1990s, gaining granularity and precision with each new advance. What could first only tell us limited transcript abundance in a tissue (SAGE), can now impart entire transcriptomes in high-throughput studies with single-cell resolution. Transcriptome analysis is the most widely used tool in the field of toxicogenomics (TGx) to study gene (dys)regulation in a biological system following chemical exposure (Federico et al., 2020). Due to its importance, there has been a worldwide call for standardization of “omics” data from the TGx community, as guidelines for analysis have not been formally established (Federico et al., 2020). Successful TGx requires best practices in experimental design, data processing techniques, and validation assays in order to produce reliable transcriptomic data which can be efficiently interpreted to serve downstream analyses, such as safety assessments used in regulatory decisions.

With each new method of exploring the gene expression landscape at an increasingly granular level, there are advantages and disadvantages to take into account when planning an experiment. Some methods are more accessible and therefore quite common in labs, such as microarray and RNA-seq. The concept behind microarray is that RNA molecules in a sample can be reversed transcribed to cDNA, and these cDNA sequences can be captured, if present, by oligo probes on the microarray chip. This method certainly advanced the field as microarrays became quite detailed, encompassing entire genomes; gene batteries specifically for toxicology are even available (Lettieri, 2006). RNA sequencing (RNA-seq) uses the same concept of cDNA sequencing as microarray, but allows untargeted exploration of the transcriptomic landscape in a sample of any species for which the genome is annotated. Thus, the advent of RNA-seq revolutionized the field, heralding the next-generation sequencing (NGS) era of “discovery-driven” research. The more complete picture offered by RNA-seq allowed for more in-depth analysis of mechanism of action (MOA), pathway enrichment analysis, and, when combined with phenotypic endpoints, phenotypic anchoring such as biomarkers of disease or prognosis. Together, these valuable insights can inform chemical toxicity and risk assessments. However, despite the broadened opportunities RNA-seq allows, a major limitation to precisely identifying biological relevance with RNA-seq has been the processing of heterogeneous tissues as homogeneous entities, which produces a gene expression signature that is essentially a composite of the responses of the different cell types comprising the tissue. Science is well aware that various cells in a tissue can be highly differentiated and exhibit markedly different expression profiles. Toxicology can benefit from this more precise information as various cell types in diverse tissue can respond quite differently to the same toxicant (Hsu et al., 2020; Wang et al., 2021).

The newer transcriptomic analysis method of single cell RNA-Seq (scRNA-seq) (Tang et al., 2009) mitigates this issue by capturing the complex profiles of the singular cells constituting a tissue. There are various specific scRNA-seq methods, depending on the specific knowledge (Chen et al., 2019), but the overarching goal is acquiring the transcriptome of each cell in a tissue. scRNA-seq builds upon conventional RNA-seq (referred to as bulk-seq; representing the homogeneous, intact state of the tissue) research and is comparable in the basic concept. The sequencing that occurs at the single cell level is essentially the same process cells undergo in bulk-seq; the difference lies in the ability to computationally extricate the results for each cell rather than an averaged output of the entire sample. The advantageous difference of increased granularity is tantamount—scRNA-seq faithfully represents cellular heterogeneity by distinguishing gene expression profiles between different cell types, and even between the same cell type in different cellular states (Lähnemann et al., 2020). The advances in medicine made possible by scRNA-seq are invaluable, e.g., scRNA-seq enabled Zou et al. (2021) to develop a prognostic signature in gastric adenocarcinoma, Deng et al. (2020) identified characteristics predicting CAR T cell therapy efficacy. Toxicology can follow suit to develop targeted therapies for the myriad of multi-cell-type health problems associated with environmental exposure to chemicals, including cancer (Snyder, 2012), asthma (Sachdeva et al., 2019), and infertility (Canipari et al., 2020; Selvaraju et al., 2020).

With this exciting opportunity come inevitable challenges. While scRNA-seq data is structurally similar to bulk-seq data, differences in the tissue- and data preprocessing steps affect replicability, with scRNA-seq more prone to artifacts (e.g., technical or other non-biological sources of variation) (Federico et al., 2020). Contributing to artifacts are tissue dissociation, dropout, and complex quality control measures. The fact that scRNA-seq requires, by definition, single cells that must be individuated from the intact tissue of an organism potentially confounds results. This requirement impacts not only the number of cells available for analysis (those that survive dissociation), but also the physical separation of cells from their network can have an unwanted biological impact on surviving cells. While *in situ* sequencing (the act of sequencing RNA on, for example, a slide of tissue preserved in its natural environment) is possible, the throughput limitations render it undesirable. A more commonly used method for singularizing cells is enzymatic digestion, such as used in the present study. The act of disruption from the native environment and the digestion process (which changes cellular shape among other facets) can potentially result in an altered cellular state, e.g., stress response, and thus findings unrepresentative of the actual cellular mechanisms *in vivo*. However, other methods of tissue dissociation that may prevent such microenvironmental shifts, such as laser capture microscopy and microdissection capillary pipette, are much lower-throughput (Hwang et al., 2018). Dropout events (failure to detect part or all of a transcriptome) and high (Ramsköld et al., 2012; Brennecke et al., 2013; Lun et al., 2016), can permeate due to low capture efficiency, the general stochastic nature of gene expression, and the very low input available (pg-ng) compared to bulk-seq (ng-g). Additionally, workflow pipelines for scRNA-seq and bulk-seq diverge in the complex QC measures required for scRNA-seq data that are not required in bulk-seq analysis. For example, “doublets” and poor quality cells (abnormally low read counts, high mitochondrial mRNA content) must be removed from analysis.

One way to parse artifacts from biological relevance is to validate scRNA-seq data by comparing it to bulk-seq data. In order to make scRNA-seq data comparable to bulk-seq data, a pseudo bulk-seq dataset can be derived from collapsing the reads counts from the various identified clusters (cell types) of scRNA-seq data to mimic *in silico* an average expression profile, such as that produced by bulk-seq on intact tissue (Lähnemann et al., 2020). Theoretically, the results from a pseudo bulk-seq dataset would resemble those from a bulk-seq dataset. However, technical artifacts are introduced by the act of sequencing cells on a microfluidic device rather than at once from a suspension of dissociated cells. A common 3′-end counting droplet-based method of scRNA-seq, 10x Genomics Chromium, is used here. With the expanding field of TGx and increased use of scRNA-seq, we were interested in determining what information was gained and lost compared to the more common, accessible bulk-seq method, in terms of transcriptome coverage, data analysis, and conclusions that can be drawn from both methods.

The field can benefit from seeing these data from different perspectives; apparent inconsistencies are not necessarily misleading and in fact can be quite informative (Qiu, 2020). However, understanding the sources of divergent information and their implications is critical. Our previous toxicological work with scRNA-seq in zebrafish (*Danio rerio*) testes revealed differential cell type population alterations in response to exposure to the classic environmental contaminant 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD) (Haimbaugh et al., 2022), which is known to induce male fertility defects in both fish and humans (King Heiden et al., 2009; Baker et al., 2013; Baker et al., 2016; Eskenazi et al., 2018; Bruner-Tran et al., 2019). One marked difference was a loss of spermatids and spermatozoa; in these cells, pathways of apoptosis and sperm disorder were upregulated. We show that these intriguing pathway upregulations resulting from sequencing at the single cell level are not detected with bulk-seq. scRNA-seq detected the change in sperm proportion from about 20% in controls to around 4% in TCDD-exposed cells. In bulk-seq, sperm suffer a similarly reduced physical representation in the sample, but the resulting low signal from these populations may be occluded by competing signals from the overwhelming majority of other cell types. Under bulk-seq conditions, certain aspects of the toxicological profile may be lost to noise, such as toxic effects to relatively few cells. However, we demonstrate that bulk-seq detected immune system modulation that scRNA-seq did not, likely due to cell dropout of immune cells in scRNA-seq. The immune cell population in testes is quite small. We did not detect any immune cells in our scRNA-seq data, and in other scRNA-seq datasets, they comprise just 3% of the overall cell population on average in controls. The required cell dissociation step to perform scRNA-seq can cause cell death, further reducing the number of detected immune cells. scRNA-seq loses about a third of the cell input (10x Genomics Inc., 2021a). Further, by standard bioinformatic processing of scRNA-seq data, cell type populations under 30 cells will not be registered. Minor or unstable cell types such as immune cells may not survive the sample preparation and data processing of scRNA-seq. Early-life exposure to TCDD does not appear to affect adult sperm vulnerability to dissociation, but this potential limitation could apply for other toxicants or other, more acute exposure schemes.

In this study we seek to characterize and compare the TGx profile(s) of early-life TCDD exposure, *via* two complementary methods: pseudo bulk-seq of scRNA-seq data, and bulk-seq of dissociated cells. Abbreviations for the various analyses are provided in Figure 1 as reference (i.e., pseudo bulk-seq comparison of TCDD-exposed and control samples is abbreviated TPxCP, while the same comparison in bulk-seq is TBxCB). We first confirm the known fact that indeed, dissociation causes transcriptomic disruption (CDxCI); however, this disruption does not appear to significantly affect TCDD-exposed cells more so than controls (CDxCI vs. TBxCB). Single cell sequencing does have a differential effect on TCDD samples compared to the bulk-seq method (TPxTB vs. CPxCB), despite identical tissue preparation of controls. The toxicotranscriptomic testicular profiles of TCDD exposure delivered by bulk-seq (TBxCB) do differ from that of pseudo bulk-seq (TPxCP), presenting significantly better transcriptome coverage, and especially that of low-expressing transcripts and from cell types of smaller populations; at the same time, giving more global information and potentially less toxicologically relevant information. This report provides perspective to inform methodological design in TGx by demonstrating that differential information extracted from sequencing cells—despite being from the same tissue and exposure scheme—is influenced by the specific protocol used, with implications for the interpretation of exposure-induced risk.

**FIGURE 1:**
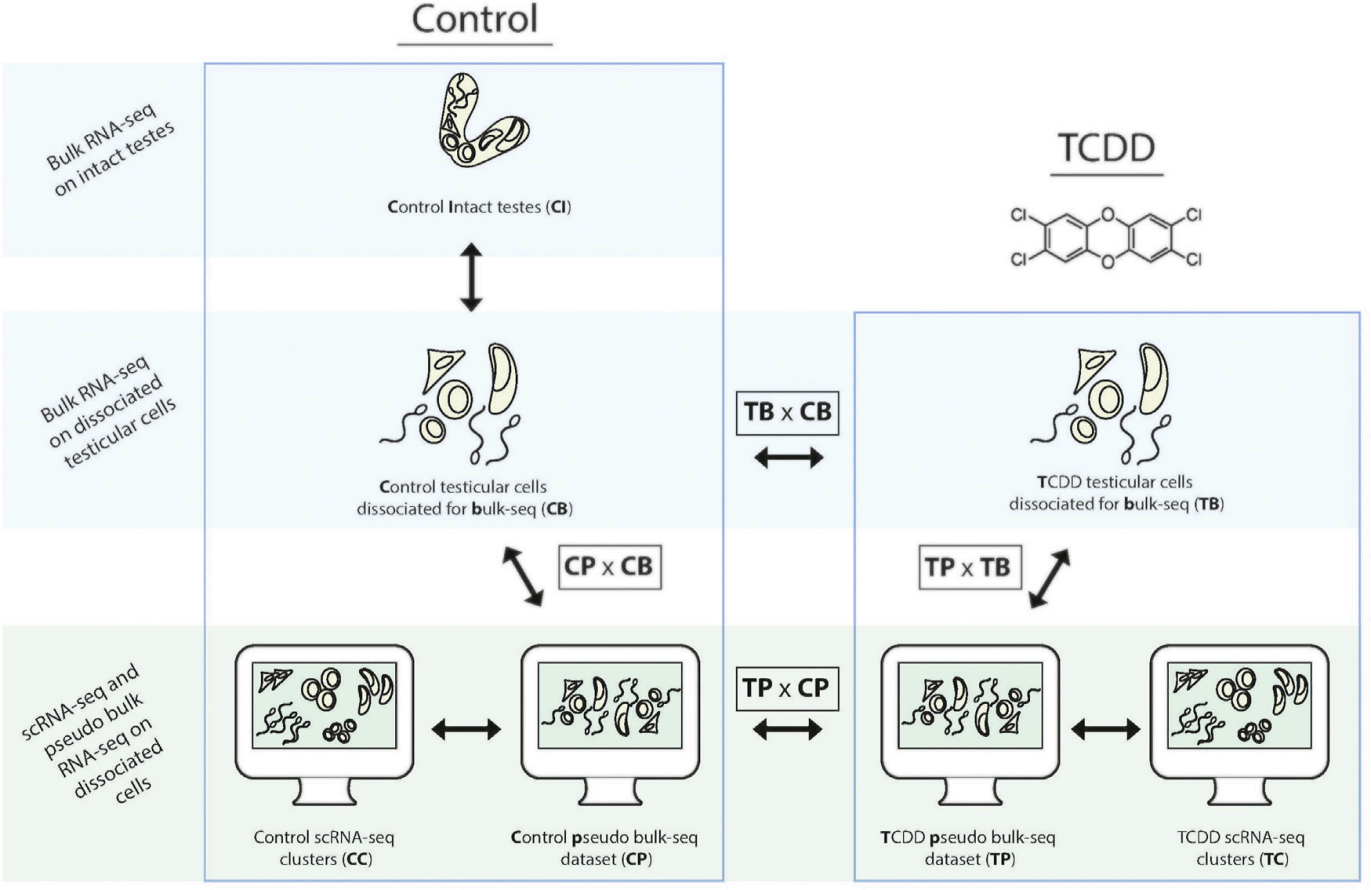
Schematic of the comparative transcriptomic analyses from each method and associated tissue preparation. To determine baseline effects of dissociation, paired samples of intact and dissociated testes were taken for bulk-seq. Bulk-seq of control (CB) and TCDD-exposed dissociated testes (TB) (middle panel) were compared to pseudo bulk-seq of paired dissociated samples that underwent scRNA-seq (CP, TB) (lower panel, middle images). Pseudo bulk-seq samples were compared to their scRNA-seq cluster complement (lower panel, outer images).

## Results and Discussion

### The Impact of Protocol Choice (Dissociation) on Gene Expression (CDxCI)

The assumption in measuring any experimental variable where all other factors (i.e., tissue preparation) are held constant is that any necessary technical manipulation will affect both groups equally and thus avoid confounding the results. Tissue dissociation is expected to produce a broad stress response in cells. Mitochondrial activity (van den Brink et al., 2017), heat shock response (O’Flanagan et al., 2019), cell death (Adam et al., 2017; Wu et al., 2018) and their associated gene expression profiles are known effects of dissociation. Tissue dissociation is a well-established “necessary evil” ingrained in common scRNA-seq protocols. Cells must be individuated for sequencing, yet dissociation of the tissue (whether mechanical, chemical, enzymatic, etc.) induces myriad transcriptional artifacts due to the disrupted cell microenvironment. Machado et al. (2021) found 10–50% of the transcriptome is altered by dissociation alone, and Wu et al. (2018) scRNA-seq data returned a cluster consisting primarily of dissociation-induced artifacts. To characterize the unavoidable impact of dissociation on zebrafish testes, we compared bulk-seq data from enzymatically dissociated testes with intact testes. 

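The comparison of dissociated with intact testes (CDxCI) rests on 6 bulk-seq libraries from 3 control zebrafish of 1 year of age. In each fish, 1 testis was minced and digested with collagenase, freed of dead cells and lysed as a suspension (CD, n = 3), and the contralateral testis was kept intact (CI, n = 3). The deposited table holds raw counts per RefSeq mRNA accession from 3′ mRNA libraries, whose reads the authors aligned to GRCz11 on the BlueBee platform; the paper's text does not name the program that counted them. Total counts were 26,405,924, 22,948,119 and 22,996,394 in the CD libraries and 7,968,350, 8,308,248 and 29,144,951 in the CI libraries. Rows with few counts were left out with edgeR's filterByExpr at its defaults, which kept 12,773 of 14,792 rows. Libraries were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all rows tested, without the fish as a block. A positive log2 fold change denotes a higher level in CD, as the column names give it. The fold changes in the authors' deposited table have the opposite sign. The column names were followed, since genes of somatic cells were at similar levels in CD and in the dissociated CB libraries of the TBxCB table: gsdf was at 12.5 ± 4.44 CPM in CD, 32.5 ± 10.9 CPM in CB and 1421 ± 339 CPM in CI, and cyp17a1 at 12.3 ± 6.03, 31.5 ± 12.0 and 298 ± 73.8 CPM (SD, n = 3 each). Levels of single genes are given in CPM, that is, as counts relative to the library total on the TMM scale. Genes of 1 function or cell type were listed before the data were examined, and each list was tested against the other rows with limma's camera at a preset correlation between genes of 0.01, with adjustment over the lists of the comparison. Gene names were matched by accession to the RefSeq annotation of assembly GRCz12tu for 14,435 rows (97.6%). No coordinates are given, because the reads were aligned to another assembly. Intervals between replicates cover biological and counting error together, and nearly identical paralogs may share 3′ reads.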

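In CDxCI, 33 rows were higher and 250 were lower in dissociated than in intact testes at an adjusted p under 0.05. DESeq2 called 798 rows. The number from edgeR was 111 without CD replicate 1, 138 without CD replicate 2, 105 without CD replicate 3 and 178 without CI replicate 3. At an unadjusted p under 0.01 and a log2 fold change of at least 1 in size, 156 rows were higher and 456 were lower in dissociated testes. The 156 became 73 without CD replicate 1 and 82 without CD replicate 3.

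Genes of somatic cells of the testis were among those that fell. The Sertoli cell growth factor gsdf (NM_001114668) had 1421 ± 339 CPM (SD, n = 3) in intact and 12.5 ± 4.44 CPM (SD, n = 3) in dissociated testes, a log2 fold change of −6.83 (standard error 0.341, adjusted p = 1.05e-05 from edgeR's quasi-likelihood test). The microRNA host transcript mir202 (NR_030114) fell from 95.3 ± 25.0 to 0.182 ± 0.180 CPM (log2 fold change −9.04, standard error 0.546, adjusted p = 2.60e-05 from the same edgeR test). The retinoic acid hydroxylase gene cyp26a1 (NM_131146), which is on the list of meiosis genes, fell from 122 ± 56.5 to 0.897 ± 0.625 CPM (log2 fold change −7.11, standard error 0.671, adjusted p = 0.00112 from edgeR), and si:dkeyp-80c12.8 (NM_001326552) from 206 ± 71.5 to 2.27 ± 0.967 CPM (log2 fold change −6.51, standard error 0.430, adjusted p = 6.38e-05 from edgeR). Among genes of Leydig cell steroid synthesis, cyp17a1 (NM_212806) was at 298 ± 73.8 CPM in intact and 12.3 ± 6.03 CPM in dissociated testes (log2 fold change −4.60, standard error 0.431, adjusted p = 0.000609 from edgeR), and hsd11b2 (NM_212720) at 926 ± 646 and 11.1 ± 1.69 CPM (log2 fold change −6.38, standard error 0.606, adjusted p = 0.00187 from edgeR). The smooth muscle actin gene acta2 (NM_212620) was at 417 ± 135 and 16.9 ± 1.18 CPM (log2 fold change −4.62, standard error 0.276, adjusted p = 2.21e-05 from edgeR). The macrophage complement gene c1qa (NM_001020527) was at 6.0 ± 1.7 and 0.11 ± 0.091 CPM (log2 fold change −5.73, standard error 0.674, adjusted p = 0.00144 from edgeR).

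Of 28 listed genes of smooth muscle and fibroblasts, 25 were lower in dissociated testes, 11 of them at an adjusted p under 0.05 over all rows and 20 when adjusted over the list alone, with a median log2 fold change of −1.49 (limma camera adjusted p = 9.01e-23). Of 22 Sertoli cell genes, 17 were lower, 7 of them past the threshold over all rows and 11 when adjusted over the list alone, where 1 was higher (median −0.92, limma camera adjusted p = 1.51e-17). Of 14 Leydig cell genes, 12 were lower, 6 of them past the threshold and 8 when adjusted over the list alone (median −2.70, limma camera adjusted p = 4.12e-15). Of 53 leukocyte genes, 32 were lower, 6 of them past the threshold and 10 when adjusted over the list alone (median −0.24, limma camera adjusted p = 0.00401). With a correlation between genes estimated from the libraries, only the Sertoli list among these 4 stayed under 0.05 (adjusted p = 0.0406). For germ cells, the medians were −0.01 over 22 spermatogonial genes (limma camera adjusted p = 0.957) and −0.13 over 12 genes of spermatids and sperm (limma camera adjusted p = 0.6). Of 23 meiosis genes, 20 were higher (median 0.54, limma camera adjusted p = 0.00232, and 0.433 with an estimated correlation), with rec8b called higher and cyp26a1 called lower.

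**Figure D1:**
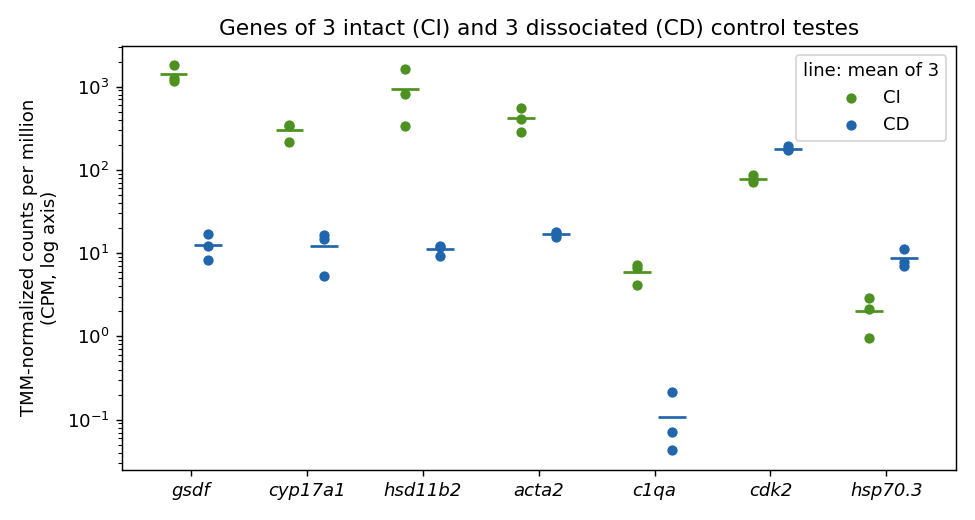
Levels of 7 genes in the 3 intact (CI) and 3 dissociated (CD) control testes, in CPM on a log axis. Each point is 1 library and each line the mean of a group. The 3 CD libraries lie below the 3 CI libraries for gsdf, cyp17a1, hsd11b2, acta2 and c1qa, and above them for cdk2 and hsp70.3.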

Following dissociation, 435 differentially expressed genes (DEGs) (*p* < 0.01, LFC ≥1, ≤-1) were significantly upregulated; 348 downregulated. Figure 2 depicts the PCA plot of dissociated and intact samples. Pathway analysis of DEGs confirmed expected differences, such as upregulation of apoptosis, necrosis, and degeneration pathways; downregulation of proliferation and growth pathways (Tables 1, 2).

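Lists of genes for these processes were tested in CDxCI. Of 46 apoptosis genes, 28 were higher and 18 lower in dissociated testes, with a median log2 fold change of 0.12 (limma camera adjusted p = 0.177). None of them passed an adjusted p under 0.05 in edgeR's test, over all rows or over the list alone; 5 were higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called 3 higher and 1 lower. The lists of dividing cells were shifted upwards. Of 42 genes of mitosis and the kinetochore, 36 were higher in dissociated testes (median 0.55, limma camera adjusted p = 4.59e-06), none of them past the threshold in edgeR's test, 12 at an unadjusted p under 0.05 and 2 by DESeq2. Of 43 genes of DNA replication, 32 were higher (median 0.27, limma camera adjusted p = 8.95e-05). The genes ccne2, cdk2, tfdp1a and prim1 passed the threshold over all rows, and 10 genes did so when adjusted over the list alone; prim1 is named because of this count, after its value was seen. With an estimated correlation, neither list stayed under 0.05 (adjusted p = 0.433 and 0.276).

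Of 27 heat shock genes, 12 were higher and 15 lower (median −0.02, limma camera adjusted p = 0.83). The inducible chaperone gene hsp70.3 (NM_131397) was at 8.64 ± 2.15 CPM in dissociated and 1.99 ± 0.983 CPM in intact testes (SD, n = 3 each; log2 fold change 2.18, standard error 0.473, adjusted p = 0.0409 from edgeR). This call was lost without CD replicate 1, 2 or 3 or CI replicate 1 or 3, with adjusted p between 0.0842 and 0.179. The small heat shock gene hspb1 was lower, with a log2 fold change of −1.75 (adjusted p = 0.0172 from edgeR). Over the list alone, 1 gene was higher and 3 were lower. Among 43 immediate early genes, ier5, dusp2 and gadd45bb were higher and ccn2a was lower at an adjusted p under 0.05 over all rows, and 8 were higher and 4 lower when adjusted over the list alone (median 0.09, limma camera adjusted p = 0.393). The gene dusp2 was named after its value was seen.

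From the pathways of its DEGs, the paper states that dissociation raised apoptosis, necrosis and degeneration and lowered proliferation and growth, and it describes these as differences that were anticipated. Its lowered proliferation terms are those of T lymphocytes and gonadal cells. Among its canonical pathways, cyclins and cell cycle regulation are listed as raised.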

**FIGURE 2:**
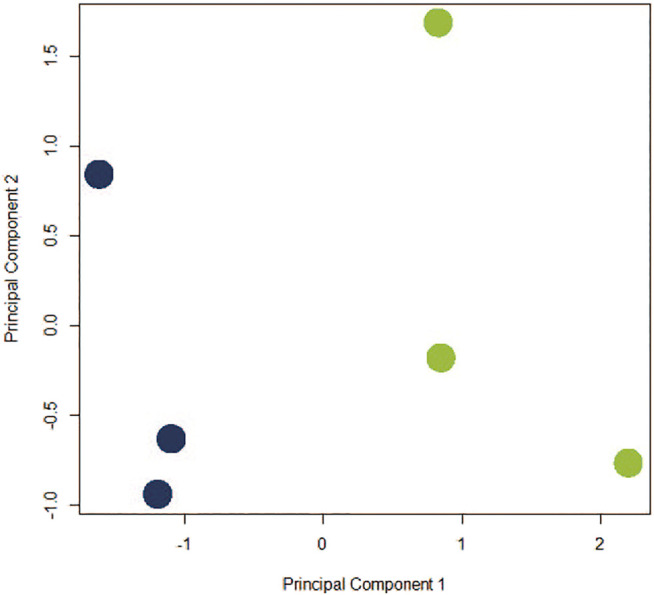
PCA plot depicting co-clustering of gene expression in dissociated replicates (blue) and intact replicates (green). Samples clustered distinctly along PC1 based on method of preparation (negative and positive, respectively).

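Principal components were computed from log2 CPM, with a prior count of 2, over the rows that passed the expression filter in CDxCI. PC1 held 44.6% of the variance. The CD libraries were at −52.8, −31.4 and −36.4 on it, and the CI libraries at 12.7, 96.0 and 11.9. Along PC1, CI replicate 2 lay farther from the other two CI libraries than these lay from any CD library. PC2 held 20.8% of the variance.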

**TABLE 1:** Ingenuity Pathway Analysis table of disease and Biological Functions from CDxCI DEGs (*p* < 0.01, log fold change >1/<−1). From “Diseases or Functions Annotations'' column, after removing any redundancies, functions without a z-score, or a z-score between −1 and 1. Mapped IDs: 9865; unmapped IDs: 4922.459 analysis-ready molecules: 214 upregulated and 245 downregulated. Ranked by z-score. Left: upregulated pathways. Right: downregulated pathways.

Rank	Upregulated diseases or Functions Annotation	*p*-value	Bias-corrected z-score	Rank	Downregulated diseases or functions annotation	*p*-value	Bias-corrected z-score
1	Necrosis of epithelial tissue	1.15E-06	3.14	48	Cell proliferation of T lymphocytes	0.00119	−1.00
3	Cell death of epithelial cells	1.46E-05	2.99	54	Invasion of tissue	3.61E-08	−1.13
7	Necrosis	8.51E-07	2.79	56	Activation of cells	0.00341	−1.19
9	Apoptosis of epithelial cells	5.81E-06	2.76	73	Growth of genital organ	3.76E-05	−1.65
13	Organ Degeneration	0.00353	2.18	74	Cell movement of epithelial cells	6.98E-05	−1.70
14	Congenital malformation of	6.46E-07	2.05	75	Migration of epithelial cells	9.97E-05	−1.72
15	Dysgenesis	0.000439	1.96	76	Malignant genitourinary solid	0.00415	−1.74
16	Apoptosis	5.94E-10	1.93	79	Growth of organism	4.66E-05	−1.84
22	Aplasia or hypoplasia	0.000818	1.83	80	Proliferation of gonadal cells	7.97E-05	−1.90
30	Oxidation of fatty acid	0.00444	1.62	88	Vasculogenesis	4.54E-07	−2.71
34	Degeneration of testis	0.00283	1.38	—	—	—	—
39	Steroidogenesis of hormone	1.75E-05	1.15	—	—	—	—
40	Congenital malformation of	0.000175	1.14	—	—	—	—
41	Hypoplasia of genital organ	0.000104	1.13	—	—	—	—

**TABLE 2:** Ingenuity Pathway Analysis table of Canonical Pathways from CDxCI DEGs (*p* < 0.01, log fold change >1/<-1). Redundant pathways, pathways with no z-score or z-score between -1 and one removed. Mapped IDs: 9865; unmapped IDs: 4922.459 analysis-ready molecules: 245 upregulated and 214 downregulated. Left: upregulated pathways. Right: Downregulated pathways. Ranked by z-score.

Rank	Upregulated ingenuity canonical pathways	−Log (*p*-value)	z-score	Rank	Downregulated ingenuity canonical pathways	−Log (*p*-value)	z-score
1	Cyclins and Cell Cycle Regulation	2.62	2.65	4	Agrin Interactions at Neuromuscular Junction	4.6	−2.65
2	Aryl Hydrocarbon Receptor Signaling	3.27	1.13	5	ILK Signaling	2.04	−3.16
3	Estrogen-mediated S-phase Entry	6.47	1.13	—	—	—	—

Dissociation is generally expected to affect cell types equally within an experiment, but exposure to environmental contaminants can compromise cell health, rendering exposed cells more vulnerable to threats. In our scRNA-seq data, the contributions of TCDD-exposed sperm population to the overall dataset were dramatically reduced (about 4%) compared to controls (about 23%; a 79% reduction in representation). We previously explored the possibility of this shrinkage being due to the technical requirement of cell dissociation (Haimbaugh et al., 2022). Histology of intact tissue confirmed an apoptosis-driven decrease of 11% in healthy sperm cell representation following exposure, certainly not to the extent observed in scRNA-seq. While apoptosis without dissociation is occurring, we assume the sperm cells that dropped out of scRNA-seq data were toxicologically impaired to the point where dissociation induced cell death in a greater swath of the population. ScRNA-seq has been criticized for its high dropout rate, and we interpret our results as indicating toxicant-related stress could increase the dropout rate in TGx studies.

In bulk-seq exposure data (TBxCB) however, dissociation appears to have minimal impact. 

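The overlap between the effects of dissociation (CDxCI) and of TCDD in dissociated testes (TBxCB) was counted over the 12,547 rows tested in both. In the deposited TBxCB table the accessions run in the opposite row order to the counts, and the counts were put back in order before any test. At an unadjusted p under 0.01 and a log2 fold change of at least 1 in size, 603 of these rows were DEGs in CDxCI and 165 in TBxCB. Of these, 15 rows were DEGs in both, against 7.93 that independent lists would share (Fisher's exact test, one-sided p = 0.0132, and 0.0298 after adjustment over the 9 overlaps counted). The gene zgc:158463 was higher in both comparisons, where 1.07 was the number for independent lists, and lgals9l3 was lower in both, where it was 2.79; both are named after their values were seen. The other DEGs in common went in opposite directions. No library is shared by these comparisons. Across genes, the fold changes of TBxCB ran opposite to those of CDxCI, with a Pearson correlation of −0.248, and 35.0% of rows had the same sign; genes are not independent replicates, so this is a description.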

The changes evident in TBxCB most likely represent TCDD exposure, and not the tissue preparation method. When examining genes in the Ingenuity Pathway Analysis (IPA) Canonical Pathways of both CDxCI and TBxCB, only three genes are shared of the 113 total genes involved. It is worth mentioning expression of those three overlapping genes (*aldh3b1*, *pklr* and *sat1*), or genes in similar pathways, may be affected by dissociation. 

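The levels of the genes named here differed as follows. The pyruvate kinase gene pklr (NM_201289) was at 25.5 ± 5.17 CPM in CD and 72.1 ± 4.68 CPM in CI (SD, n = 3 each), a log2 fold change of −1.50 (standard error 0.225, adjusted p = 0.00605 from edgeR's quasi-likelihood test). In TBxCB it was at 79.7 ± 25.4 CPM in TCDD-exposed (SD, n = 2) and 39.0 ± 5.31 CPM in control testes (SD, n = 3), a log2 fold change of 1.03 (standard error 0.316, adjusted p = 0.553 from edgeR). A spermidine and spermine acetyltransferase gene, sat1a.1 (NM_001030199), was the row taken for sat1. It was at 32.2 ± 3.18 CPM in CD and 77.6 ± 24.0 CPM in CI (log2 fold change −1.27, standard error 0.255, adjusted p = 0.0274 from edgeR), and the call was lost without CD replicate 1, 2 or 3 or CI replicate 3 (adjusted p between 0.0819 and 0.136). In TBxCB it was at 138 ± 53.2 CPM in TCDD-exposed and 59.5 ± 5.37 CPM in control testes (log2 fold change 1.22, standard error 0.321, adjusted p = 0.553 from edgeR). Leaving out 1 of the 2 TCDD-exposed libraries would leave a group of 1, so no calls from such fits are given for these genes. The aldehyde dehydrogenase gene aldh3b1 (NM_173221) had a log2 fold change of 0.97 in CDxCI (standard error 0.369, adjusted p = 0.218 from edgeR). In TBxCB its log2 fold change was −2.34 (standard error 0.655, adjusted p = 0.553 from edgeR). The rows of pklr, sat1a.1 and aldh3b1 had opposite signs in the 2 comparisons. The other rows of the sat1 family, sat1a.2 and sat1b, were not called and did not have opposite signs. Their log2 fold changes were 0.38 and 0.48 in CDxCI (adjusted p = 0.450 and 0.504 from edgeR) and 0.27 and 0.09 in TBxCB (adjusted p = 0.769 and 0.960 from edgeR). The row sat1a.2 was more abundant than sat1a.1, at 509 ± 167 CPM in CD and 392 ± 69.1 CPM in CI.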

An experimental model investigating these genes *via* scRNA-seq may be confounded by dissociation effects. Future scRNA-seq exposure studies should include a dissociation reference in order to parse baseline dissociation effects from toxicologically-relevant changes. In this same vein, “Aryl Hydrocarbon Receptor (AhR) Signaling Pathway” and “Estrogen-mediated S-phase Entry” were upregulated simply by dissociation (CDxCI). 

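Of 26 listed genes of AhR signaling, 11 were higher and 15 lower in dissociated than in intact testes (median log2 fold change −0.13, limma camera adjusted p = 0.363). The only gene past the threshold in edgeR's test, over all rows and over the list alone, was the retinaldehyde dehydrogenase gene aldh1a2, which was lower in CD with a log2 fold change of −4.52 (adjusted p = 0.000108). At an unadjusted p under 0.05, 3 genes were higher and 2 lower, and DESeq2 called 1 higher and 1 lower. For entry into S phase, the kinase gene cdk2 (NM_213406) was at 180 ± 11.1 CPM in CD and 78.0 ± 7.01 CPM in CI (SD, n = 3 each), a log2 fold change of 1.21 (standard error 0.181, adjusted p = 0.00599 from edgeR's quasi-likelihood test). Of 10 genes of sex steroid receptors, related receptors and aromatase, 3 were higher and 7 lower (median −0.62, limma camera adjusted p = 0.00449, and 0.276 with an estimated correlation). Of these, 2 were lower at an adjusted p under 0.05 over all rows, the receptor genes pgr and esr2a, and 4 when adjusted over the list alone.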

AhR and estrogen signaling are a canonical signature of TCDD exposure, and have been thoroughly studied, exclusive of dissociation (Safe et al., 1998; Wilson and Safe, 1998). These findings in context underscore the importance of properly controlling for potential method-specific artifacts in toxicological experiments, which may have to be adjusted for the specific toxicant under study.

### CPxCB: The Droplet-Based Technical Effect

The benefit of scRNA-seq is that population composition can be captured since the transcriptome of each cell in a tissue is represented. At the same time, an established limitation of scRNA-seq is dropout of certain cells and of mRNA detection. Cell dropout can have a physical or technical basis, and transcript dropout has a bioinformatic (QC) basis. The underrepresentation of smaller or rare cell types in scRNA-seq is hypothesized by Denisenko et al. (2019) as being due to differing resistance to cell lysis on the flow cell (thus preempting sequencing) or simply due to irregular cell size or shape preventing entry to the flow cell. Once on the flow cell, scRNA-seq preferentially detects more abundant transcripts, overlooking low-expressing genes (Kharchenko et al., 2014), and has a strong 3′ end bias (Zhang et al., 2019). As for quality control filters, clusters and the cells constituting them are pre-defined by parameters set by the researchers. If these requirements are not met, they are excluded from analysis. The standard definition of a cluster is that it consists of >30 cells. A small cell population’s presence may be grouped into a similar cluster, erasing its unique identity and dropping out of the dataset. A cell is defined as having >500 features (genes) detected. Transcriptome coverage is known to be less extensive in scRNA-seq, with a bias towards detecting longer and more highly expressed transcripts (Macosko et al., 2015; Phipson et al., 2017; Davies et al., 2021). A low-expressing cell or one expressing short transcripts such as transcription factors (TFs), then, could be erroneously removed from analysis as an artifact. Any of these factors could result in artifactual gene expression differences between pseudo bulk-seq and bulk-seq. At least a third of cells are expected to escape capture in the 10x pipeline (10x Genomics, Inc., 2021a). Dropout is assumed proportional across cell types, thus a collapsed scRNA-seq dataset (pseudo bulk-seq) is expected to resemble the bulk-seq dataset from its biological and technical counterpart. Comparing pseudo bulk-seq to bulk-seq data can be used to account for the scRNA-seq cell and transcript dropout rate. The only difference between pseudo bulk-seq on dissociated cells, and bulk-seq on dissociated cells from the same sample, is the technical influence from the introduction of the 10x microfluidic system, where cell lysis and cDNA synthesis occur in oil droplets containing individual cells, rather than as a traditional cell suspension of all cell types at once. We call this technical effect the droplet effect, after the multiple scRNA-seq technologies of encapsulating the cells along with reagents and barcodes in an oil droplet. The assumption is that any differences between the resulting datasets of each method would thus be attributed to the droplet effect. 

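By the paper, the comparison of control pseudo bulk-seq with control bulk-seq (CPxCB) rests on suspensions of testes from control fish of 1.5 years of age. About 5,000 cells of each suspension were loaded for 10x scRNA-seq, and the rest was lysed for bulk-seq. The deposited table holds raw counts for 4,388 RefSeq mRNA accessions. The counts of scRNA-seq come from Cell Ranger, for which the paper names the reference dR10, and were summed over cells (CP, n = 3). Their totals were 2,783,688, 8,280,076 and 5,006,453. The bulk columns held counts of intact testes, from fish of 1 year of age, in place of these suspensions: the columns scC1 and scC3 add up to the counts of CI replicate 3 in all 4,388 rows, and the column scC2 is at or below the counts of CI replicate 2 in every row. The columns scC1 and scC3 were therefore added, which left 2 libraries on the bulk side, with 10,196,609 and 10,062,481 counts in the added columns and 2,854,842 in the other. The numbers of rows called, the list tests and the spread of ribosomal protein genes were also computed with the 3 CB libraries of the TBxCB table in their place, an alternative chosen after seeing the data. The pseudo bulk-seq rows are filtered, since no pseudo bulk-seq library of the deposited tables has a row under 30 counts. All 4,388 rows passed the expression filter, and tests and list tests were those used for CDxCI. A positive log2 fold change denotes a higher level in pseudo bulk-seq.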

We characterized how the transcriptome profiles of each differ in terms of DEGs and low-expressor coverage.

Of note, the scRNA-seq pipeline appears to have a significant impact on differential gene expression. 

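In CPxCB, 1,207 rows were higher and 1,328 lower in pseudo bulk-seq than in the bulk columns at an adjusted p under 0.05 from edgeR's quasi-likelihood test. At an unadjusted p under 0.01 and a log2 fold change of at least 1 in size, 949 were higher and 1,042 lower. With the CB libraries of the TBxCB table, these numbers were 806 and 1,045. No counts were found in the bulk columns for 16 rows. All of these rows were DEGs, and against a floor of 3 counts over the bulk columns their log2 fold changes were at least 6.43 to at least 13.29. The histone variant gene h2az2a, with 20,825 counts in pseudo bulk-seq, was at least 9984-fold higher by these counts. It had no bulk count in TPxTB either, beside 14,010 counts in pseudo bulk-seq. In the TBxCB table, 11 of the shared rows had no count in any CB or TB library. Whether such an absence reflects the level or the record that reads were assigned to was not tested for these rows.

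Genes of 1 complex differed from each other. Ribosomal proteins are made in nearly fixed proportions, yet the log2 fold changes of 78 ribosomal protein genes in CPxCB had an SD of 1.70, and of 1.59 with the CB libraries of the TBxCB table. In the comparisons within 1 method, the SD over ribosomal protein genes was 0.299 in CDxCI (85 genes), 0.266 in TPxCP (80 genes) and 0.354 in TBxCB (85 genes). In CPxCB, 46 of the 78 genes were higher and 32 lower, with 21 and 19 of them past the threshold over all rows. Their median was 0.18. The list written beforehand also took in S6 kinase genes by name, which were left out of these values after they were seen. With its 79 members, 1 of them a kinase gene, the limma camera direction was down (adjusted p = 0.931).

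**Figure D2:**
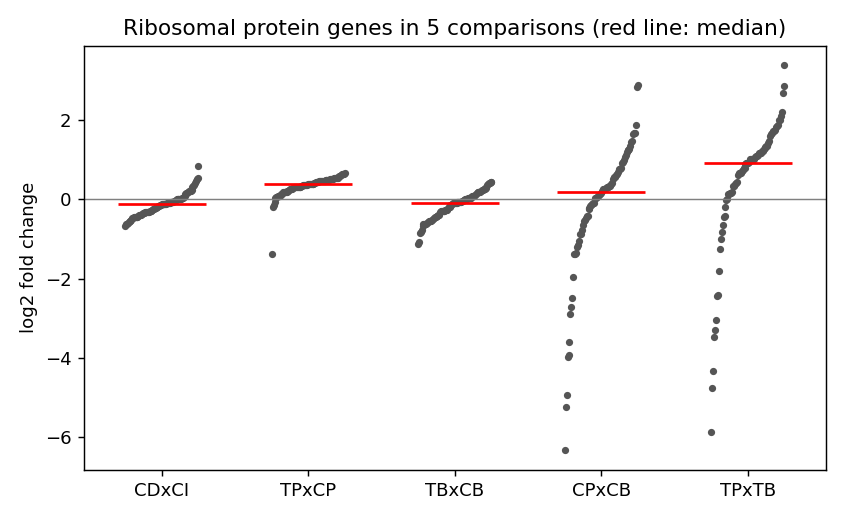
Log2 fold changes of ribosomal protein genes in the 5 comparisons, 1 point per gene. The genes lie far apart in CPxCB and TPxTB, and closer together in CDxCI, TPxCP and TBxCB.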

When comparing control pseudo bulk-seq datasets to control bulk-seq datasets from identical samples, we observed 1,102 significantly upregulated DEGs; 1,029 significantly downregulated. These genes were involved in upregulating pathways of oxidative phosphorylation, cholesterol biosynthesis and cell cycle regulation (Table 3). 

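Of 73 oxidative phosphorylation genes in CPxCB, 53 were higher and 20 lower in pseudo bulk-seq (median log2 fold change 0.52, limma camera adjusted p = 0.103). At an adjusted p under 0.05, 28 were higher and 9 lower, with the same numbers adjusted over the list alone. With the CB libraries of the TBxCB table, 36 were higher and 9 lower and the limma camera adjusted p was 0.0406, and without the bulk column scC1+scC3 it was 0.0441. Subunits of the same chain moved apart. The complex III gene uqcrc2a (NM_001002657) was at 109 ± 17.2 CPM in pseudo bulk-seq (SD, n = 3) and 8.33 ± 2.98 CPM in the bulk columns (SD, n = 2), a log2 fold change of 3.63 (standard error 0.354, adjusted p = 7.81e-05 from edgeR's quasi-likelihood test). The complex I gene ndufb7 (NM_200848) was at 55.0 ± 14.7 and 493 ± 83.1 CPM (log2 fold change −3.17, standard error 0.301, adjusted p = 7.04e-05 from edgeR).

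Of 13 cholesterol biosynthesis genes, 7 were higher and 6 lower (median 0.16, limma camera adjusted p = 0.36), with 6 higher and 3 lower past the threshold over all rows and over the list alone. The sterol reductase gene tm7sf2 (NM_001008597) was at 276 ± 90.3 and 5.00 ± 2.28 CPM (log2 fold change 5.94, standard error 0.488, adjusted p = 4.12e-05 from edgeR). For the cell cycle, 19 of 29 genes of mitosis and the kinetochore were higher and 10 lower (median 0.46, limma camera adjusted p = 0.583), with 13 higher and 7 lower past the threshold over all rows and over the list alone. The centromere histone gene cenpa (NM_001164240) was at 45.8 ± 9.09 and 3.95 ± 0.0850 CPM (log2 fold change 3.53, standard error 0.359, adjusted p = 9.19e-05 from edgeR), and the proliferation marker mki67 (NM_001277446) at 18.2 ± 5.96 and 462 ± 17.1 CPM (log2 fold change −4.69, standard error 0.336, adjusted p = 2.51e-05 from edgeR). Of 35 DNA replication genes, 13 were higher and 22 lower (median −0.68, limma camera adjusted p = 0.554). Of 21 genes of the unfolded protein response, 6 were higher and 15 lower (median −0.61, limma camera adjusted p = 0.675), with 4 higher and 9 lower past the threshold over all rows and 5 and 10 over the list alone. Its chaperone gene hspa5 (NM_213058) was at 253 ± 51.6 and 1219.9 ± 140 CPM (log2 fold change −2.27, standard error 0.266, adjusted p = 0.000181 from edgeR). None of the lists of CPxCB stayed under 0.05 with an estimated correlation.

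The paper relates the raised pathways to the droplet effect. As a possible reason, it offers that cells loaded for scRNA-seq had more time to respond to dissociation before lysis than cells placed at once in lysis reagent.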

The most highly upregulated pathway was of oxidative phosphorylation (OXPHOS). One known drawback of scRNA-seq is the cellular stress the required tissue dissociation induces, which is routinely quantified during QC as % mitochondrial content, including OXPHOS genes. The mitochondria release mtRNA under duress, and thus signals an unhealthy, unrepresentative cell. 

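The share of counts from the 13 protein genes of the mitochondrial genome could be read from the pseudo bulk-seq table of TPxCP, whose rows carry them. It was 0.368% ± 0.146 (SD, n = 3) in control and 0.392% ± 0.0888 (SD, n = 2) in TCDD-exposed pseudo bulk-seq. The table holds the cells the authors kept after quality control and the rows they kept after filtering, so the share before these steps is not known.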

The recommendation is that <10% mitochondrial transcriptional content is required to move forward with a scRNA-seq dataset. Cholesterol biosynthesis can be increased by cell dissociation (Volpe et al., 1985). Both pseudo bulk-seq and bulk-seq samples were dissociated in the same way at the same time, however, there is a short but unquantifiable amount of time between loading cells onto the flow cell and transcriptome capture. Bulk-seq cells were immediately placed in lysis reagent. During this short period between dissociation of both samples and the act of single cell sequencing, there is additional time for these cells to respond to dissociation, which could explain the pathway upregulation in identically-prepared samples. Cell cycle dysregulation is a known, non-biologically relevant source of variation in scRNA-seq data. It is often regressed out of scRNA-seq datasets (Luecken and Theis, 2019; Hérault et al., 2021).

**TABLE 3:** Ingenuity Pathway Analysis table of Canonical Pathways from CPxCB DEGs (*p* < 0.01, log fold change >1/<-1). Redundant pathways, pathways with no z-score or z-score between -1 and one removed. Mapped: 2374; unmapped: 594.1,465 analysis-ready molecules: 735 upregulated and 730 downregulated. Ranked by z-score. Left: upregulated pathways. Right: Downregulated pathways. Ranked by z-score.

Rank	Upregulated ingenuity canonical pathways	-Log (*p*-value)	z-score	Rank	Downregulated ingenuity canonical pathways	-Log (p- value)	z-score
1	Oxidative Phosphorylation	3.62	2.24	34	Coronavirus Pathogenesis Pathway	3.62	−1.06
2	Kinetochore metaphase	4.71	2.06	35	BAG2 Signaling Pathway	2.86	−1.26
3	Assembly of RNA	3.52	1.73	36	Aldosterone Signaling in Epithelial	3.75	−1.26
4	Spliceosomal Cycle	2.34	1.67	37	3-phosphoinositide Biosynthesis	2.03	−1.278
5	Cyclins and Cell Cycle	2.16	1.51	38	Androgen Signaling	2.72	−1.34
6	Superpathway of Cholesterol	2.74	1.41	39	Estrogen Receptor Signaling	5.14	−1.54
7	Pyrimidine	3.8	1.41	40	Cysteine Biosynthesis III	2.23	−1.63
8	Cholesterol Biosynthesis I	2.33	1.34	41	RAN Signaling	2.82	−2.45
9	Cholesterol Biosynthesis II	2.33	1.34	42	Unfolded protein response	2.74	−2.71
10	Cholesterol Biosynthesis III	2.33	1.34	42	Unfolded protein response	2.74	−2.71

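The deposited tables were searched for rows with counts. Of the 14,792 rows of the bulk-seq table of TBxCB, 14,160 had at least 1 count in the TB and CB libraries together, 13,947 had at least 5 counts, and 13,991 had a count after libraries were thinned to equal totals. The pseudo bulk-seq table of TPxCP holds 6,847 rows, none with under 30 counts in any library. At this minimum in every TB and CB library, a filter chosen after seeing the data, the bulk-seq table keeps 8,230 rows. The tables also differ in the accessions they list. The pseudo bulk-seq table has 2,238 predicted accessions and 13 other identifiers, and the bulk-seq table has no predicted accession. Of the pseudo bulk-seq rows, 4,388 carry an accession of the bulk-seq table and 2,459 do not. Of the 4,388 shared rows, 12 had no count in any CB library. Each CB library had a count in 13,572 ± 76.7 rows (SD, n = 3) and each CP library in 6,847, by construction of the table (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow).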

As expected, transcriptome coverage was decreased in pseudo bulk-seq, detecting only 6,847 RefSeq mRNA Accession IDs to bulk-seq’s 14,160. We next tested the idea that scRNA-seq data underrepresents shorter and/or less abundant mRNAs. First, we surveyed control transcriptomes for low expressor coverage by defining a low expressing transcript as possessing between one read count and ≤1% of the maximum normalized read count sum within a dataset, and then calculated the percent transcriptome coverage of these low expressors for each method. By setting a filter for bulk-seq data to match the pseudo bulk-seq read count sum lower limit, we investigated how bulk-seq datasets would be hypothetically diminished by the higher read count threshold. The average coverage by bulk-seq then fell by about 30% (*p* = 0.003522, 1-tailed *t*-test) (Table 4). Thus, if the bulk-seq transcript detection sensitivity matched pseudo bulk-seq sensitivity, a sizable population of bulk-seq transcripts would remain undetected. This difference is more important when dealing with only significant DEGs. 

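With the definition given above and unnormalized count sums, low expressors made up 87.0% of the rows detected in CD, 88.3% in CI and 89.3% in CB, with a mean of 88.2% over these control bulk-seq groups. Under a filter at 106 counts, the smallest row sum of control pseudo bulk-seq (CP), low expressors that remained were 67.9%, 63.6% and 71.5% of the rows detected without it, with a mean of 67.7%. The mean fell by 23.3% of its value. With the limit for a low expressor at 0.1% of the largest sum in place of 1%, the shares without the filter were 48.4% in CD, 50.3% in CI and 50.4% in CB. In pseudo bulk-seq, low expressors were 94.6% of the rows in CP and 96.1% in TP at the 1% limit, and 48.4% and 56.7% at the 0.1% limit. Per library, the share was 94.6% ± 0.925 (SD, n = 3) in CP and 88.3% ± 2.17 (SD, n = 3) in CB (exact permutation test, two-sided p = 0.1, the smallest p the design allows).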

While the pseudo bulk-seq dataset does not contain low expressors (as defined as 1% of the maximum count sum), about 25% of low expressors are significant DEGs in the bulk-seq dataset. 

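The DEGs counted here were those at an unadjusted p under 0.01 and a log2 fold change of at least 1 in size. Of 612 DEGs of CDxCI, 577 (94.3%) were low expressors by the counts of CD and 534 (87.3%) by those of CI. Of 168 DEGs of TBxCB, 154 (91.7%) were low expressors by the counts of CB, and 143 (85.1%) were so with a sum of at least 106 counts. Of 1,038 DEGs of TPxCP, 948 (91.3%) were low expressors by the counts of CP and 1,032 (99.4%) by those of TP.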

When the filter was applied to match the pseudo bulk-seq sensitivity, this dropped to around 7% (*p* = 0.045294, 1-tailed *t*-test). The presumed absence of these genes in single cell datasets could affect interpretation of the results.

**TABLE 4:** Coverage of low expressors is reduced in bulk-seq when scRNA-seq filters apply. Low expressor reads counts are an average across all control samples (CD, CI, CB).

		Detected transcripts	Detected transcripts (significant DEGs)
No filter	Low expressor reads count range	1–823,127	1–178,033
	Low expressor coverage	51.81%	24.45%
Filter	Low expressor reads count range	106–823,127	106–178,033
	Low expressor coverage	36.62%	7.20%
—	*p*-value	0.003522	0.045294

Second, using transcription factors (TFs) as a proxy for both short and low-expressing transcripts, we searched the pseudo bulk-seq and bulk-seq dataset for the available list of 3,068 *Danio rerio* TFs (ATFDBv3.0) (AnimalTFDB3, 2021). Fewer TFs were detected in the pseudo bulk-seq dataset compared to bulk-seq, and this slight trend is exaggerated for significant DEGs (Table 5). 

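TFs were recognized here by gene families, from a list of name patterns written before the data were examined, since the published list of TFs could not be consulted. In bulk-seq, 783 of the 14,160 rows detected in TBxCB were of these families (5.53%), and in pseudo bulk-seq 140 of 6,847 (2.04%; Fisher's exact test, two-sided p = 1.24e-34). Rows without a gene name count as no TF, and fewer pseudo bulk-seq rows were named (85.4%, against 97.6%). The 2 sets of rows share 4,388 accessions, and only pseudo bulk-seq rows were held to at least 30 counts in every library. The p-value for detected rows therefore does not measure an effect of the method alone. Among the DEGs at an unadjusted p under 0.01 and a log2 fold change of at least 1 in size, 5 of 168 were of these families in TBxCB (2.98%) and 26 of 1,038 in TPxCP (2.5%; Fisher's exact test, two-sided p = 0.608). The 5 genes in TBxCB were her8.2, lmx1a, mef2d, otx5 and zic1, named after their values were seen. None of the TFs tested in TBxCB passed an adjusted p under 0.05 in edgeR's test or in DESeq2's, and 41 were higher and 14 lower at an unadjusted p under 0.05.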

Further, none of these significant TFs are shared between the two methods. 

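Of the 5 TFs among the DEGs of TBxCB and the 26 among those of TPxCP, 0 were in common in these data.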

In fact, the entire population of TFs detected by pseudo bulk-seq is a significantly different population than the significant bulk-seq DEGs (*p* = 2.175e-05, chi-squared test), with only seven genes overlapping. Thus, a study using solely one method would receive a one-dimensional representation of the data, and may not cover TFs of interest. “Missing” genes in either dataset, by virtue of their absence, could influence the toxicological interpretation of experimental findings.

**TABLE 5:** Detection of transcription factors is reduced in pseudo bulk-seq. TBxCB: TCDD bulk-seq vs control bulk-seq. TPxCP: TCDD pseudo bulk-seq vs control pseudo bulk-seq. Cells pertaining to significant DEGs are shaded. Chi-squared test.

	Detected transcripts	Detected transcription factors	Detected transcripts (significant DEGs)	Detected transcription factors (significant DEGs)
TBxCB	14,160	1,393 (9.8%)	310	63 (20.3%)
TPxCP	6,847	487 (7.1%)	1,099	44 (4%)
*p*-value	NA	6.84e-10	NA	3.14e-21

While scRNA-seq pipleine itself is not assumed to affect unexposed, healthy cells any differently than cells exposed to environmental contaminants, it is important to determine if the established baseline changes in DEGs, gene ontology, and low expressor coverage resulting from the droplet effect in controls (CPxCB) would remain in TCDD-exposed samples (TPxTB). If TCDD exposure exerted no influence on scRNA-seq processing, a high overlap would be expected among each aspect of CPxCB and TPxTB. The number and fold change direction of significant DEGs held steady in TPxTB comparisons (1,239 up-; 917 downregulated) as compared to CPxCB (Figure 3), with considerable overlap (about 60%).

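The comparison of TCDD-exposed pseudo bulk-seq with bulk-seq (TPxTB) covers the same 4,388 rows. Total counts were 4,476,520 and 6,864,833 in the TP libraries. The bulk columns scT1 and scT2 had 2,294,676 and 2,264,489 counts and differed from each other by no more than sampling noise, so they were added and taken as 1 library, which matches neither TB library of the TBxCB table. The bulk side thus has no replicates. By a measure of row differences that sampling noise alone puts near 1, its column scT1 was at 12.6 with CI replicate 1 and 20.9 with CI replicate 3. The same column was at 41.5 with CI replicate 2, 39.9 to 62.1 with the CD libraries, and 48.1 and 78.3 with TB libraries scT1 and scT2. This measure also grows with depth. Whether these bulk columns hold dissociated TCDD-exposed testes is therefore not settled. The spread was taken from the 2 TP libraries, and the single bulk library is assumed to vary as they do, so the calls and the overlaps below rest on this assumption. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 1,609 rows were higher and 1,576 lower in pseudo bulk-seq. At an unadjusted p under 0.01 and a log2 fold change of at least 1 in size, 1,110 were higher and 1,091 lower. With the TB libraries of the TBxCB table, 852 and 1,044 rows were called, and 621 and 863 were DEGs. The authors' deposited table gives 917 DEGs with a positive and 1,239 with a negative fold change, and the positive ones are higher in pseudo bulk-seq by the counts. No counts were found in the bulk columns for 26 rows.

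Of the DEGs, 729 were higher in pseudo bulk-seq in both CPxCB and TPxTB, against 240 that independent lists would share, and 738 were lower in both, against 259. In either direction, 1,492 rows were DEGs in both, which is 74.9% of the DEGs of CPxCB and 67.8% of those of TPxTB. With bulk counts from the TBxCB table, 421 were higher and 605 lower in both. Across genes, the fold changes of the 2 comparisons had a Pearson correlation of 0.863, with the same sign in 81.7% of rows.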

**FIGURE 3:**
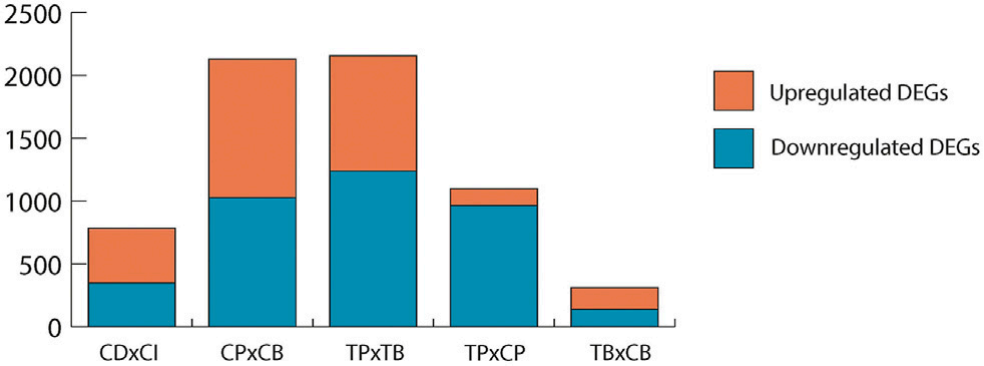
Significant DEGs (*p* < 0.01, LFC ≥1 or ≤ −1) in each comparison. Upregulated: LFC ≥1; downregulated: LFC ≤ −1. CDxCI: paired control samples of dissociated and intact testes used for bulk-seq. CPxCB: paired control samples of dissociated testes used for pseudo bulk-seq and bulk-seq. TPxTB: paired TCDD-exposed samples of dissociated testes used for pseudo bulk-seq and bulk-seq. TPxCP: pseudo bulk-seq analysis of paired dissociated control and TCDD-exposed testes. TBxCB: bulk-seq analysis of paired dissociated control and TCDD-exposed testes.

The core pathways associated with these DEGs (Table 6) were also similar to pathways of CPxCB. About 40% of CPxCB and TPxTB pathways overlap, including oxidative phosphorylation, cholesterol biosynthesis, and cell cycle regulation upregulation. These overlapping main pathways demonstrate the general influence of the droplet effect on gene expression from otherwise identically prepared samples and are not toxicologically relevant to TCDD exposure. 

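In TPxTB, 58 of 73 oxidative phosphorylation genes were higher in pseudo bulk-seq and 15 lower (median log2 fold change 0.73, limma camera adjusted p = 0.0311), with 45 higher and 10 lower at an adjusted p under 0.05. With the TB libraries of the TBxCB table, the limma camera adjusted p was 0.0546, and 0.0368 when these were paired with the TP libraries by the number in the column name (replicate block). The complex I gene ndufa13 (NM_200714) was at 153 ± 11.4 CPM in TP (SD, n = 2) and 4.04 CPM in the bulk library, a log2 fold change of 5.23 (standard error 0.276, adjusted p = 1.08e-07 from edgeR's quasi-likelihood test, which takes the single bulk library to vary as the TP libraries do, here and for the genes below). Of 13 cholesterol biosynthesis genes, 8 were higher and 5 lower (median 0.75, limma camera adjusted p = 0.336), with 6 higher and 2 lower past the threshold over all rows, and 6 and 1 over the list alone. The sterol oxidase gene msmo1 (NM_213353) was at 72.4 ± 9.92 CPM in TP and 6.26 CPM in the bulk library (log2 fold change 3.52, standard error 0.290, adjusted p = 2.28e-06 from edgeR). Of 29 genes of mitosis and the kinetochore, 13 were called higher and 10 lower (median 0.28, limma camera adjusted p = 0.723). Of 15 glycolysis genes, 3 were higher and 12 lower (median −0.88, limma camera adjusted p = 0.185), with 2 higher and 10 lower past the threshold, over all rows and over the list alone; with the TB libraries of the TBxCB table the limma camera adjusted p was 0.0199. The pyruvate kinase gene pkma (NM_199333) was at 60.2 ± 7.03 CPM in TP and 414 CPM in the bulk library (log2 fold change −2.79, standard error 0.185, adjusted p = 5.32e-07 from edgeR). In CPxCB, the glycolysis list had 2 genes called higher and 9 lower (median −1.02, limma camera adjusted p = 0.0891, and 0.0406 with the CB libraries of the TBxCB table). No list of TPxTB stayed under 0.05 with an estimated correlation. Genes of one pathway again went both ways, and 78 ribosomal protein genes, without the S6 kinase gene on the list, had an SD of 1.70, and of 1.73 with the TB libraries of the TBxCB table.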

In fact, cholesterol biosynthesis has been thoroughly shown to decrease following TCDD exposure (Fletcher et al., 2005; Sato et al., 2008; Tanos et al., 2012; Fader et al., 2017). However, it is important to note that 60% of pathways were unique to TCDD; other chemicals may have more or less of an effect. Bulk-seq detection of low-expressing transcripts and TFs is not affected by TCDD exposure, before or after filters were applied to match pseudo bulk-seq coverage. 

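Each TB library of the TBxCB table had a count in 13,018 ± 339 rows (SD, n = 2), which is fewer than in each of the 3 CB libraries (exact permutation test, two-sided p = 0.2, the smallest that 2 libraries against 3 allow). The TB libraries had 13,242,441 and 4,828,801 counts, and the CB libraries 17,638,247 to 36,172,885. After thinning to the smallest of these totals, the TB libraries had a count in 13,079 (scT1) and 12,778 (scT2) rows. The CB libraries then had one in 13,285 (scC2), 13,198 (scC1) and 13,148 (scC3) rows. The share of low expressors per library was 90.7% ± 4.53 (SD, n = 2) in TB, against the value for CB given with Table 4 (exact permutation test, two-sided p = 0.6). Over group sums, low expressors were 90.3% of the rows detected in TB. At a sum of at least 106 counts, those that remained were 58.3% of the detected rows in TB, where 2 libraries are summed in place of 3.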

Coverage reduction is simply a result of the pseudo bulk-seq method and is not mediated by exposure. By these three measures, TCDD exposed testes cells do not appear differentially susceptible to the technical effects of the scRNA-seq pipeline.

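Whether the droplet effect differed between TCDD-exposed and control testes was tested directly, as the difference between TP over TB and CP over CB in 1 fit of the CP, TP, CB and TB libraries over the 4,388 shared rows, with the bulk counts of the TBxCB table. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, the droplet effect was higher with TCDD in 37 rows and lower in 270. DESeq2 called 633 rows. The number of rows from edgeR was 148 without CP replicate 1, 180 without CP replicate 3, 81 without TP replicate 1, 1 without TP replicate 2 and 1,542 without TB library scT1. Of 67 genes of cilia and flagella, 66 were lower and 1 higher in this difference, 43 of them past the threshold over all rows and 60 when adjusted over the list alone, all lower (median −2.59, limma camera adjusted p = 6.55e-43, and 0.559 with an estimated correlation). The list of DNA replication moved the other way, with 3 genes called higher over all rows and 7 over the list alone (median 0.83 over 35 genes, limma camera adjusted p = 3.80e-05, and 0.559 with an estimated correlation).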

**TABLE 6:** Ingenuity Pathway Analysis table of Canonical Pathways from TPxTB DEGs (*p* < 0.01, log fold change >1/<-1). Redundant pathways, pathways with no z-score or z-score between -1 and one removed. Mapped IDs: 3550; unmapped IDs: 838.184 analysis-ready molecules: 103 upregulated and 81 downregulated. Ranked by z-score. Left: upregulated pathways. Right: Downregulated pathways.

Rank	Upregulated ingenuity canonical pathways	z-score	Rank	Downregulated ingenuity canonical pathways	z-score
1	Oxidative Phosphorylation	2.52	12	p70S6K Signaling	−1.07
2	Cholesterol Biosynthesis I	2	13	mTOR Signaling	−1.07
3	Cholesterol Biosynthesis II (*via* 24,25-dihydrolanosterol)	2	14	Insulin Receptor Signaling	−1.21
4	Cholesterol Biosynthesis III (*via* Desmosterol)	2	15	Remodeling of Epithelial Adherens Junctions	−1.34
5	Superpathway of Cholesterol Biosynthesis	1.89	16	Gluconeogenesis I	−1.41
6	Cell Cycle Control of Chromosomal Replication	1.60	17	D-myo-inositol-5-phosphate Metabolism	−1.41
7	Assembly of RNA polymerase II Complex	1.07	18	HIF1α Signaling	−1.53
—	—	—	19	Glycolysis I	−1.63
—	—	—	21	Sirtuin Signaling Pathway	−1.71
—	—	—	22	3-phosphoinositide Biosynthesis	−1.79
—	—	—	23	Superpathway of Inositol Phosphate Compounds	−1.96
—	—	—	24	Androgen Signaling	−2
—	—	—	25	Coronavirus Pathogenesis Pathway	−2.04
—	—	—	26	Estrogen Receptor Signaling	−2.14
—	—	—	27	Autophagy	−2.35
—	—	—	28	IGF-1 Signaling	−2.50

### Clustering Reveals Differential Susceptibility to scRNA-Seq Dropout (TPxCP)

Despite no differences in technical dropout between exposed cells and control cells, clustering of the TCDD sample by scRNA-seq revealed near-total physical dropout of spermatids and sperm, beyond what is attributed to exposure. 

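The deposited cluster tables were read here as the transcripts that set the cells of each of 10 clusters apart from all other cells. The paper's methods describe a comparison between conditions for each cluster. A comparison of each cluster with all others gives a transcript listed for every cluster both signs, while a comparison of conditions need not. Where a cluster is missing, as cluster 2 is below, both signs are no longer certain under the first reading. Of 300 transcripts listed in all 9 tables whose fold changes vary, 300 had both signs, and so had all 506 listed in 8 of them. Over the 36 pairs of these clusters, the fold changes had correlations from −0.844 (clusters 3 and 9, 1,450 transcripts) to 0.968 (clusters 8 and 9, 2,454 transcripts), 15 of them positive. This test was chosen after the tables were seen. The tables hold no column per group and give no composition per group. For 9 clusters, the 100 transcripts with the highest positive fold changes and an adjusted p under 0.05 in the authors' deposited table were looked up in pseudo bulk-seq and bulk-seq, leaving out genes of the cilium list. The table of cluster 2 was left out, since every fold change in it is 1. Markers of clusters 1, 3, 4 and 5 had median log2 fold changes in TPxCP (TCDD over control) of 0.61, 0.37, 0.32 and 0.01. Markers of cluster 6 had a median of −1.06. Those of clusters 7 to 10 had medians of −2.65, −2.82, −3.31 and −3.12, and every one of them was lower in TCDD-exposed pseudo bulk-seq. Clusters 7 to 10 are those with at least 5 genes of cilia and flagella among their markers, and cluster 6 had 4. Over the 193 other markers of clusters 7 to 10 together, the median was −2.79 (quartiles −3.46 and −1.71), against 0.25 over 393 markers of the other clusters. By the paper, samples were merged before clustering. The markers thus come from the same cells as the TPxCP counts and give no independent evidence on them. In bulk-seq (TBxCB), the medians were −0.39 over 133 markers of clusters 7 to 10 and −0.19 over 242 markers of the others.

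**Figure D3:**
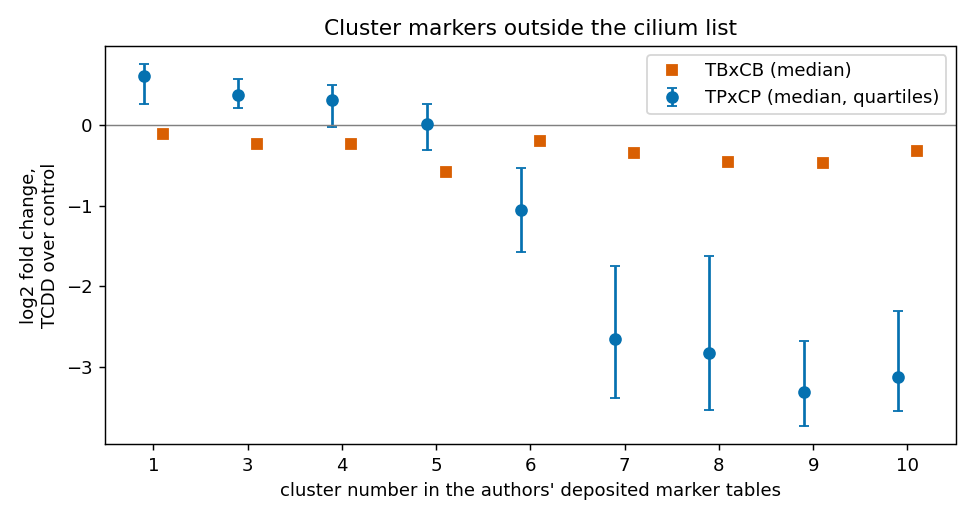
Log2 fold changes (TCDD over control) of the leading markers of 9 clusters, without genes of the cilium list, in pseudo bulk-seq (TPxCP) and bulk-seq (TBxCB). Circles are medians in TPxCP with lines between the quartiles, and squares are medians in TBxCB. In TPxCP the medians of clusters 7 to 10 lie between −3.31 and −2.65, and in TBxCB all medians lie between −0.58 and −0.11.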

We have shown in intact tissue that a significant percent of sperm and spermatid populations apoptose in response to TCDD exposure (Haimbaugh et al., 2022), but the remaining healthy sperm and spermatids contribute similarly to the overall population as control sperm and spermatids. In scRNA-seq clusters, these two populations are diminished by about 80%. Other cell types are not affected as drastically, in fact, the proportion of spermatogonial stem cells did not change. Dropout in scRNA-seq is assumed to be distributed proportionally across all cell types in a sample. However, in testes cells with a history of TCDD exposure, dropout is differentially experienced by late germ cells. These late germ cells are known to be under strain, as many are undergoing apoptosis. The stress background of a tissue may influence cell dropout in the scRNA-seq pipeline as the added mitochondrial duress and increased latency to lysis on the flow cell could be an insurmountable affront to already-unstable cells from both exposure and the combination of exposure and dissociation mentioned above.

### Toxicotranscriptomic Profile Representation in Bulk-Seq vs. Psuedo Bulk-Seq (TBxCB vs. TPxCP)

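The effect of TCDD was compared in pseudo bulk-seq (TP, n = 2, over CP, n = 3; TPxCP) and in bulk-seq (TB, n = 2, over CB, n = 3; TBxCB). The fish were exposed to TCDD at 50 pg/ml or to 0.1% DMSO for 1 h at 3 and at 7 weeks post-fertilization, and their testes were dissociated at 1.5 years of age. Both deposited tables hold raw counts per RefSeq accession. Total counts over the 6,847 rows of TPxCP were 3,490,409, 9,987,998 and 6,136,087 in CP and 5,324,090 and 8,067,401 in TP. Over the 14,792 rows of TBxCB they were 36,172,885 (scC2), 17,638,247 (scC1) and 22,015,322 (scC3) in CB and 13,242,441 (scT1) and 4,828,801 (scT2) in TB. In the TBxCB table as deposited, the accession and fold change columns run in the opposite row order to the counts and p-values. The row sums had a Spearman correlation of −0.979 with those of CDxCI by accession as deposited and of 0.979 after the counts were reversed, so they were reversed. The expression filter kept all 6,847 rows of TPxCP and 12,939 rows of TBxCB. A positive log2 fold change denotes a higher level with TCDD. The biological coefficient of variation common to all rows was 0.20 in TPxCP and 0.40 in TBxCB.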

Given the ways dissociation and individual sequencing can affect control and exposed cells (CPxCB, TPxTB), and the growing interest in using scRNA-seq for TGx studies, we next examined the toxicologically-relevant differences in profiles between bulk-seq (TBxCB) and pseudo bulk-seq (TPxCP) exposure datasets. Since pseudo bulk-seq is a collapsed transcriptome of every individual cell, it is expected to resemble the bulk-seq averaged transcriptome. Any differences in the two datasets can help estimate the cell populations undergoing dropout in scRNA-seq. If the pattern of cell dropout does not meet the expectation that all cell types will be affected equally, this suggests the sequencing process itself contributed to the sacrifice of a cell population. In the bulk-seq comparison, 310 genes were significantly differentially expressed (171 upregulated and 139 down-; *p* < 0.01; LFC ≥1 or ≤ −1) between TCDD-exposed and control; the pseudo bulk-seq comparison contained 1,099 significant DEGs (134 up- and 965 down-). 

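In TPxCP, 595 rows were higher and 1,331 lower with TCDD at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The number of rows called was 1,072 without CP replicate 3, 618 without TP replicate 1 and 397 without TP replicate 2. At an unadjusted p under 0.01 and a log2 fold change of at least 1 in size, 94 were higher and 944 lower. The 94 became 42 without CP replicate 1, 330 without CP replicate 2 and 49 without TP replicate 2. With the replicate block they were 195. In TBxCB, no row passed an adjusted p under 0.05 in edgeR's test (smallest adjusted p = 0.553), 1,149 had an unadjusted p under 0.05, and DESeq2 called 12. Leaving out a TP or TB library leaves 1 in its group, which is then assumed to vary as the controls do. At the unadjusted threshold with the fold change, 89 rows were higher and 79 lower in TBxCB; these 168 rows became 54 without CB library scC1, 32 without scC3, 1,473 without TB library scT1 and 107 without scT2.

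Of the rows with the largest changes in TPxCP, the coiled-coil gene ccdc166 (XM_003198948) was at 19.3 ± 2.68 CPM in TP (SD, n = 2) and 413 ± 128 CPM in CP (SD, n = 3), a log2 fold change of −4.42 (standard error 0.330, adjusted p = 0.00166 from edgeR). The lectin gene lman2 (NM_001081747) was higher, at 89.6 ± 22.3 and 32.3 ± 12.9 CPM (log2 fold change 1.45, standard error 0.339, adjusted p = 0.0214 from edgeR); its adjusted p was 0.137 without TP replicate 1 and 0.0691 without TP replicate 2. Genes of DNA replication were mostly higher. Of 37 such genes, 33 were higher and 4 lower, with 16 higher and 1 lower past the threshold over all rows and 20 and 2 over the list alone (median 0.60, limma camera adjusted p = 1.57e-05, and 0.805 with an estimated correlation). The helicase gene mcm4 (NM_198913) was at 366 ± 9.36 and 190.5 ± 22.0 CPM (log2 fold change 0.94, standard error 0.161, adjusted p = 0.00685 from edgeR), with adjusted p of 0.0567 without TP replicate 1 and 0.0776 without TP replicate 2.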

The greater number of DEGs in scRNA-seq is likely a product of noise due to both cell and transcript dropout. Disproportionate cell-type dropout in scRNA-seq TCDD samples produces a composition of cells unlike that remaining in the bulk-seq TCDD samples, where dropout does not apply. The increased incomparability of cell type populations embeds noise in the system. Transcript dropout from lower transcriptome coverage in scRNA-seq results in a decreased signal:noise ratio. Figure 4 shows the differences between the control and TCDD samples for each method.

**FIGURE 4:**
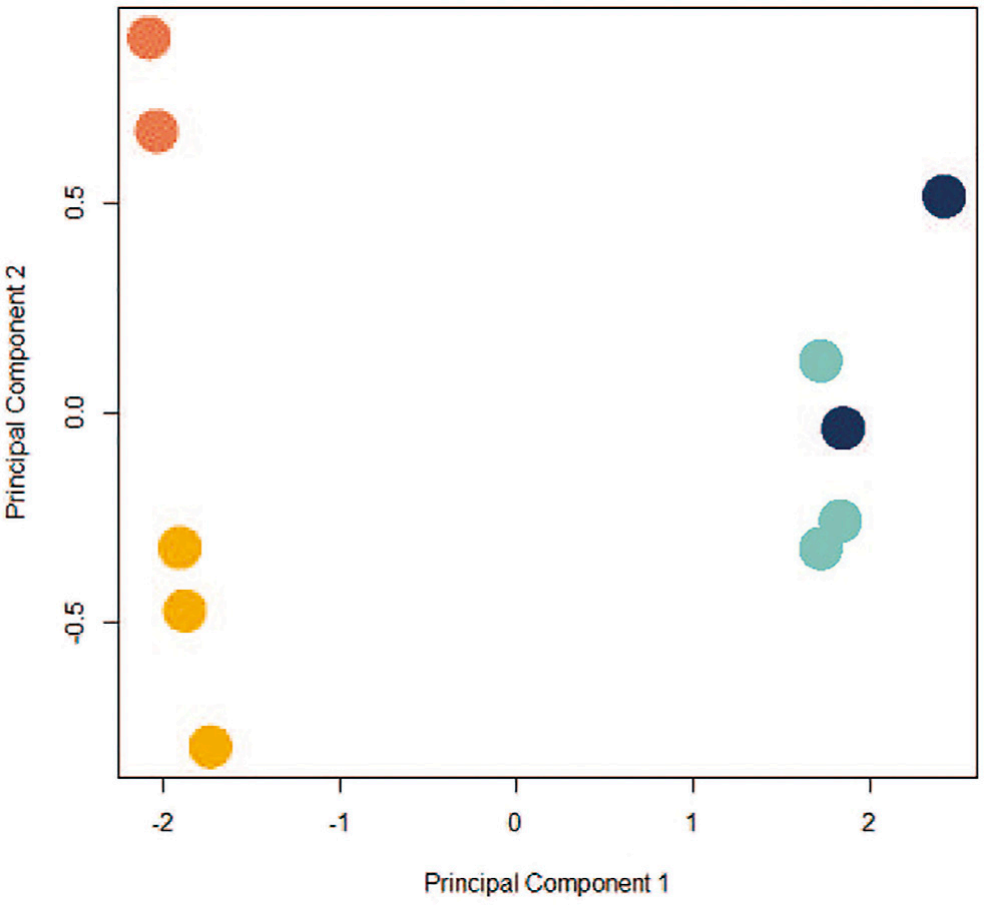
PCA plot depicting co-clustering in CBxTB and CPxTP. Control bulk-seq (CB) replicates: light orange; TCDD-exposed bulk-seq (TB) replicates: dark orange; control pseudo bulk-seq (CP) replicates: light blue; TCDD-exposed pseudo bulk-seq (TP) replicates: dark blue. Samples clustered distinctly along PC1 based on method of preparation (bulk-seq (CB, TB) or pseudo bulk-seq (CP, TP); negative and positive, respectively), independently of exposure status. Control and exposed replicates from either preparation clustered along PC2 (exposed replicates tended to cluster above the control replicates).

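Over the rows shared by pseudo bulk-seq and bulk-seq that passed the expression filter, PC1 held 74.1% of the variance. The CP libraries were at 49.8, 55.2 and 53.4 on it and the TP libraries at 57.3 and 59.3. The CB libraries were at −48.0 (scC2), −47.5 (scC1) and −50.9 (scC3), and the TB libraries at −52.2 (scT1) and −76.3 (scT2).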

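PC2 held 12.4% of the variance. The CP libraries were at 40.0, 12.3 and 21.7 on it and the TP libraries at −30.2 and −36.0. In bulk-seq the groups overlapped on PC2: the CB libraries were at −21.3, 4.83 and 4.86 and the TB libraries at −8.85 and 12.7. The sign of a component is arbitrary. PC3 held 8.26% of the variance.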

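The DEGs of pseudo bulk-seq (TPxCP) and bulk-seq (TBxCB) were compared over the 4,363 rows tested in both, at an unadjusted p under 0.01 and a log2 fold change of at least 1 in size. Of 602 such DEGs in TPxCP and 51 in TBxCB, 1 was a DEG in both, against 7.04 that independent lists would share (Fisher's exact test, one-sided p = 1.00). It was mmp9, a matrix metalloproteinase gene (NM_213123), which was lower with TCDD in both. Its level was 8.36 ± 2.43 CPM in TP (SD, n = 2) and 21.6 ± 2.23 CPM in CP (SD, n = 3), a log2 fold change of −1.35 (standard error 0.246, adjusted p = 0.00872 from edgeR's quasi-likelihood test, and 0.0735 without TP replicate 1). In bulk-seq it was at 5.65 ± 1.05 CPM in TB and 19.3 ± 6.91 CPM in CB (log2 fold change −1.75, standard error 0.464, adjusted p = 0.553 from edgeR). With the authors' deposited p-values and fold changes, the shared DEGs included mmp9, rhocb, pnrc1, ghitm and bcs1l. Of these, pnrc1, ghitm and bcs1l had fold changes of opposite sign in the 2 methods. The change with TCDD differed between the methods at an adjusted p under 0.05 in edgeR's test of that difference for pnrc1 (−2.95, standard error 0.747, adjusted p = 0.0384), ghitm (−2.54, standard error 0.526, adjusted p = 0.0164) and bcs1l (2.93, standard error 0.446, adjusted p = 0.00609), all on the log2 scale as pseudo bulk-seq minus bulk-seq. Each of these calls was lost when some library was left out: pnrc1 without any of 7 libraries, ghitm without TP replicate 1 or 2, and bcs1l without TP replicate 2. For mmp9 and rhocb the differences were 0.27 (adjusted p = 0.761 from edgeR) and −0.75 (adjusted p = 0.339 from edgeR). By DESeq2, 11 rows were DEGs in both methods. Across genes, the fold changes of the methods had a Pearson correlation of 0.008, with the same sign in 48.4% of rows.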

Interestingly, only six of these DEGs overlapped between the two preparations (Figure 5). A common use of scRNA-seq is identification of cell-type markers of interest for further experimentation. Populations expressing a particular marker are then isolated from new tissue, and bulk-seq is performed to allow for deeper sequencing coverage. The markedly different DEG profiles between pseudo bulk-seq and bulk-seq could mislead marker identification and subsequent experiments. Despite low overlap in DEGs, it is possible the transcriptomic profiles of each method converged on toxicologically-relevant pathways, therefore, we compared the overarching functions represented by each method (Tables 7, 8). 

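In pseudo bulk-seq, genes of cilia and flagella were lower with TCDD. All 98 listed genes in TPxCP were lower, 95 of them at an adjusted p under 0.05 over all rows and 96 when adjusted over the list alone, with a median log2 fold change of −2.60 (limma camera adjusted p = 4.28e-52, and 0.805 with an estimated correlation). The ciliary gene cfap126 (NM_001045418) was at 78.1 ± 29.7 CPM in TP (SD, n = 2) and 800.0 ± 158 CPM in CP (SD, n = 3), a log2 fold change of −3.36 (standard error 0.313, adjusted p = 0.00166 from edgeR's quasi-likelihood test). Of 7 genes of spermatids and sperm, 5 were lower and 2 higher (median −1.12, limma camera adjusted p = 0.0143, and 0.805 with an estimated correlation), with izumo1, cetn4, saxo2 and odf2a lower past the threshold, over all rows and over the list alone; odf2a is named after its value was seen. The limma camera adjusted p of this list was 0.0558 without TP replicate 1. The sperm fusion gene izumo1 (NM_001327798) was at 15.1 ± 2.27 CPM in TP and 279 ± 113 CPM in CP (log2 fold change −4.21, standard error 0.389, adjusted p = 0.00166 from edgeR).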

The 43 pathways generated from pseudo bulk-seq data seem to convey more specific toxicological functions (teratozoospermia, impaired cilia formation), and it is clear the reproductive system has been affected. With the 55 bulk-seq pathways, it is clear basic cellular functions are under distress (ion homeostasis, apoptosis, ROS production), but without prior knowledge, it would be difficult to assume the tissue in question, as they range over less informative pathways. Additionally, the pseudo bulk-seq results of sperm disorder, oligozoospermia, etc., reflect the phenotypic infertility and the lowered male-mediated fertilization rates we have observed following TCDD exposure. 

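In TBxCB, no gene of the lists below passed an adjusted p under 0.05 in edgeR's test over all rows, and none was called by DESeq2. Of 159 genes of ion channels and ion-pumping ATPases, 112 were higher and 47 lower with TCDD (median log2 fold change 0.34, limma camera adjusted p = 8.46e-06, and 0.330 with an estimated correlation); at an unadjusted p under 0.05, 22 were higher and 3 lower. The sodium pump gene atp1a1b (NM_131690) was at 1874 ± 977 CPM in TB (SD, n = 2) and 1205 ± 122 CPM in CB (SD, n = 3), a log2 fold change of 0.64 (standard error 0.339, adjusted p = 0.564 from edgeR). Of 45 apoptosis genes, 12 were higher and 33 lower (median −0.42, limma camera adjusted p = 0.0533, and 0.0211 without TB library scT2); at an unadjusted p under 0.05, 2 were lower. The limma camera adjusted p of this list was 0.0182 over rows with at least 10 counts in every library and 0.0423 without a filter.

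Genes of other tissues were also shifted. All 18 skeletal muscle genes were higher with TCDD (median 0.58, limma camera adjusted p = 5.41e-06), 5 of them at an adjusted p under 0.05 over the list alone. The muscle calcium-binding gene pvalb1 (NM_205572) was at 6283 ± 1385 CPM in TB and 3204 ± 385 CPM in CB (log2 fold change 0.97, standard error 0.252, adjusted p = 0.553 from edgeR). Of 29 genes of smooth muscle and fibroblasts, 25 were higher (median 0.61, limma camera adjusted p = 1.25e-05), and of 19 genes of liver and yolk, 18 were higher (median 0.55, limma camera adjusted p = 3.93e-05). Of 77 oxidative phosphorylation genes, 61 were lower (median −0.34, limma camera adjusted p = 0.000251). No list of TBxCB stayed under 0.05 with an estimated correlation.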

There were three exact overlapping pathway annotations from pseudo bulk-seq and bulk-seq including cancer of secretory structure, and two non-specific cancer pathways. 

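Genes of cilia and flagella in late germ cells, 67 of which are in both tables, were followed per library in pseudo bulk-seq and bulk-seq as the mean of log2(CPM + 1). The means were 8.13, 7.21 and 7.62 in the CP libraries and 5.30 and 4.81 in the TP libraries. This is a difference of −2.60 (standard error 0.390; exact permutation test, two-sided p = 0.2, the smallest that 2 libraries against 3 allow). In bulk-seq they were 6.35 (scC2), 7.31 (scC1) and 7.45 (scC3) in CB and 6.66 and 6.86 in TB, a difference of −0.28 (standard error 0.454; exact permutation test, two-sided p = 0.6). Without CB library scC2, which was lower than the other two, the bulk-seq difference was −0.62 (standard error 0.118; exact permutation test, two-sided p = 0.333, the smallest that 2 against 2 allow). The fall in pseudo bulk-seq exceeded that in bulk-seq by −2.32 on the log2 scale (standard error 0.598), and by −1.98 (standard error 0.408) without scC2. Over the 108 listed genes in TBxCB, 36 were higher and 72 lower (median −0.30, limma camera adjusted p = 0.0959). With an estimated correlation it was 0.858. At the preset correlation this p was 2.45e-09 without CB library scC2 and 0.00026 without TB library scT2, 0.0296 with DESeq2's statistics and 0.0242 over rows with at least 10 counts in every library. The dynein regulator gene drc1 (NM_001127468) was at 1142 ± 308 CPM in TB (SD, n = 2) and 1013 ± 121 CPM in CB (SD, n = 3), a log2 fold change of 0.17 (standard error 0.281, adjusted p = 0.845 from edgeR).

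**Figure D4:**
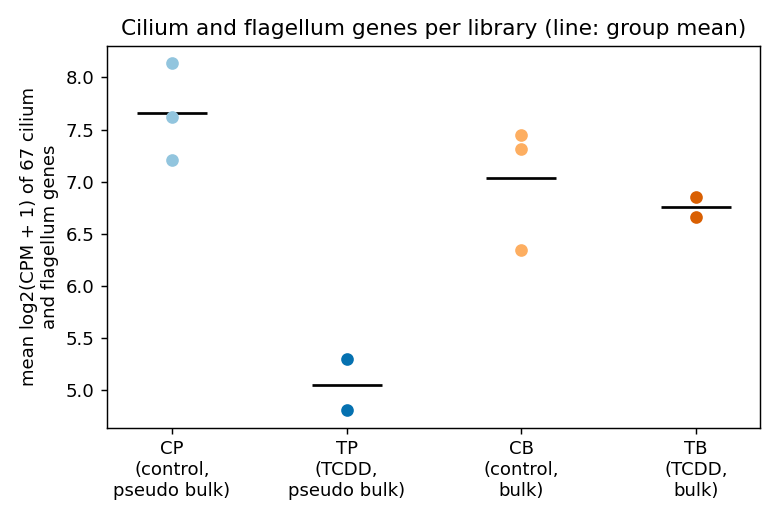
Mean log2(CPM + 1) of 67 genes of cilia and flagella in each pseudo bulk-seq (CP, TP) and bulk-seq (CB, TB) library. The TP libraries lie at 4.81 and 5.30, below the CP libraries at 7.21 to 8.13, and the TB libraries lie within the range of the CB libraries, from 6.35 to 7.45.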

The prominence of sperm-related pathways in pseudo bulk-seq data and absence of such in the bulk-seq pathway list may be explained by the observed dropout of sperm cells in scRNA-seq. The sperm-specific signal may have been overridden by the abundance of other cell-type signals in bulk-seq, such as from spermatocytes (45% of all cells, Haimbaugh et al., 2022). 

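Of 26 meiosis genes in TPxCP, 4 were higher and 22 lower with TCDD (median log2 fold change −0.67, limma camera adjusted p = 0.00545, and 0.805 with an estimated correlation). At an adjusted p under 0.05 over all rows, mov10l1 was higher and 14 genes were lower, and 2 were higher and 14 lower over the list alone. The synaptonemal complex gene sycp1 (NM_001118894) was at 252 ± 121 CPM in TP (SD, n = 2) and 2536 ± 680 CPM in CP (SD, n = 3), a log2 fold change of −3.33 (standard error 0.385, adjusted p = 0.00191 from edgeR's quasi-likelihood test). In TBxCB, 6 of 23 meiosis genes were higher and 17 lower (median −0.43, limma camera adjusted p = 0.0113, 0.0540 without CB library scC3 and 0.330 with an estimated correlation). None of these passed an adjusted p under 0.05 in edgeR's or DESeq2's test, and 3 were lower at an unadjusted p under 0.05. In bulk-seq, sycp1 was at 4206 ± 1646 CPM in TB and 3301 ± 802 CPM in CB (log2 fold change 0.35, standard error 0.326, adjusted p = 0.717 from edgeR). Of 37 genes of mitosis and the kinetochore in TPxCP, 8 were higher and 29 lower, 18 of the latter past the threshold over all rows and 20 over the list alone (median −0.63, limma camera adjusted p = 0.00671, and 0.805 with an estimated correlation). In TBxCB, 7 of 42 were higher and 35 lower (median −0.50, limma camera adjusted p = 0.000115, and 0.443 with an estimated correlation). None of the 42 was called in TBxCB by edgeR or DESeq2, and 5 were lower at an unadjusted p under 0.05.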

In fact, meiosis-related pathways are well-represented in the pseudo bulk-seq results but absent from bulk-seq. This lack of focus could also be due to the relatively low number of IPA-ready molecules for bulk-seq (206) compared to pseudo bulk-seq (696). The full list of IPA results is Supplemental File S1.

**FIGURE 5:**
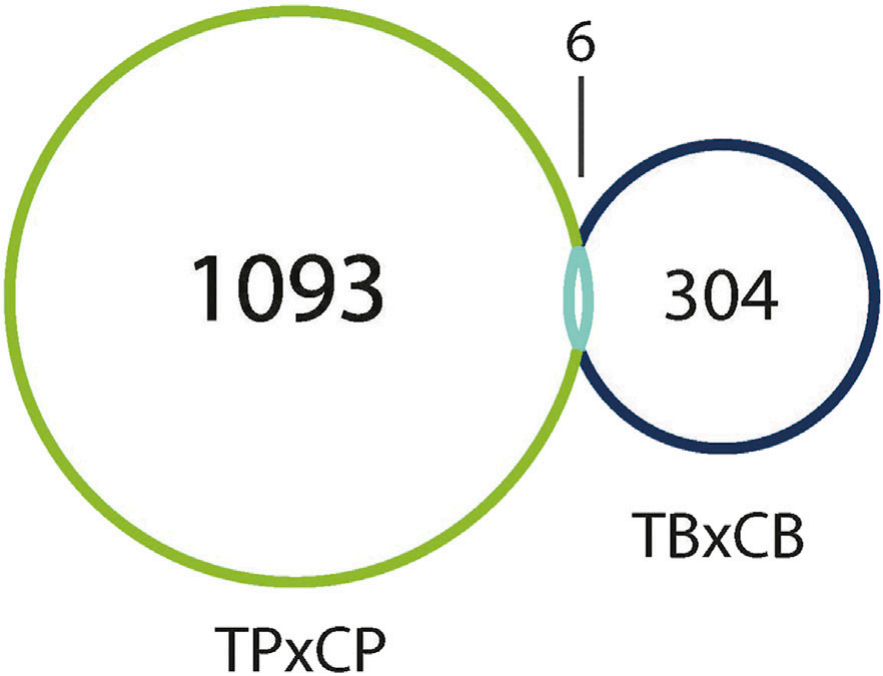
Venn diagram of DEGs (both up- and downregulated) in TCDD-exposed pseudo bulk-seq preparation (left), and bulk-seq preparation (right) as compared to control. Pseudo bulk-seq detected 1,093 DEGs that were undetected in bulk-seq. Conversely, 304 genes were detected using bulk-seq, but not pseudo bulk-seq. 6 DEGs were detected by both methods.

**TABLE 7:** Ingenuity Pathway Analysis table of disease and Biological Functions from TPxCP DEGs (*p* < 0.01, log fold change >1/<−1). From “Diseases or Functions Annotation'' column, after removing any redundancies, functions without a z-score, or a z-score between −1 and 1. Mapped IDs: 4,926; unmapped IDs: 1,921 (raw data), after settings of logFC >1 or < −1/*p* < 0.01.696 analysis-ready molecules: 89 upregulated and 607 downregulated. Ranked by z-score. Left: upregulated pathways. Right: downregulated pathways.

Rank	Upregulated diseases or functions annotation	*p*-value	Activation z-score	Rank	Downregulated diseases or functions annotation	*p*-value	Activation z-score
1	Sperm disorder	2.63E-05	3.45	67	Ploidy of cells	1.07E-05	−1.08
2	Carcinoma	2.39E-31	3.30	78	Recombination	1.78E-06	−1.15
7	Nonhematologic malignant neoplasm	1.74E-34	2.79	79	DNA recombination	1.78E-06	−1.15
8	Extracranial solid tumor	3.88E-31	2.74	80	Recombination of cells	6.22E-05	−1.22
9	Tumorigenesis of epithelial neoplasm	0.000777	2.71	81	Cell movement of sperm	2.07E-08	−1.34
10	Non-melanoma solid tumor	9.45E-31	2.68	83	Cycling of centrosome	0.000515	−1.45
11	Teratozoospermia	2.81E-05	2.65	84	Formation of cilia	1.12E-26	−1.47
14	Genitourinary tumor	0.000236	2.51	85	Homologous recombination	6.43E-05	−1.53
15	Genitourinary carcinoma	6.42E-05	2.43	87	Meiosis of germ cells	2.81E-05	−1.72
18	Laterality defect	6.43E-08	2.42	88	Smoothened signaling pathway	3.83E-12	−1.73
19	Malignant genitourinary solid tumor	0.00013	2.38	89	Cell surface receptor linked signal transduction	2.72E-05	−1.73
20	Heterotaxy or ciliopathy	1.31E-33	2.24	90	Formation of cellular protrusions	1.88E-06	−1.76
22	Regional congenital anomaly	4.73E-07	2.22	91	Organization of cytoplasm	1.09E-07	−2.19
24	Oligozoospermia	0.000117	2.14	92	Organization of cytoskeleton	4.15E-06	−2.19
25	Solid tumor	4.03E-31	2.09	93	Microtubule dynamics	5.28E-06	−2.18

**TABLE 8:** Ingenuity Pathway Analysis table of disease or Functions from TBxCB DEGs (*p* < 0.01, log fold change >1/<−1). From “Diseases or Functions Annotations” column, after removing any redundancies, functions without a z-score, or a z-score between −1 and 1. Mapped IDs: 9,868/unmapped IDs: 4,924 (raw data), after settings of log fold change >1 or < −1, *p* < 0.01.206 analysis-ready molecules: 114 upregulated and 92 downregulated. Ranked by z-score. Left: upregulated pathways. Right: downregulated pathways.

Rank	Upregulated diseases or functions annotation	*p*-value	Activation z-score	Rank	Downregulated diseases or functions annotation	*p*-value	Activation z-score
1	Neurotransmission	2.66E-07	2.53	41	Ductal carcinoma	0.00093	−1.67
2	Transport of cation	0.00014	2.20	42	Extraintestinal functional disorder	8.1E-06	−1.74
3	Transport of ion	1.57E-05	2.07	43	Morbidity or mortality	1.52E-05	−1.79
4	Transport of inorganic cation	0.000174	1.96	44	Migration of endothelial cells	0.000904	−1.90
5	Transport of metal ion	0.000314	1.96	45	Cell movement of antigen presenting cells	0.000257	−2.15
6	Transport of molecule	1.77E-06	1.77	46	Cell movement of macrophages	0.000878	−2.56
7	Ion homeostasis of cells	3.39E-06	1.63	47	Cell movement of phagocytes	0.000715	−2.58
8	Growth of organism	0.000509	1.61	48	Cellular infiltration by phagocytes	0.000381	−2.63
9	Colon tumor	0.000743	1.43	49	Cellular infiltration by leukocytes	0.00106	−2.73
10	Transport of metal	0.000106	1.43	50	Cellular infiltration by myeloid cells	0.000528	−2.76
11	Depolarization of cells	9.93E-05	1.39	51	Cell movement of leukocytes	0.000371	−2.76
12	Synthesis of reactive oxygen species	0.000636	1.34	52	Leukocyte migration	0.000582	−2.76
13	Incidence of tumor	7.45E-10	1.32	53	Cellular infiltration by blood cells	0.000574	−2.85
14	Apoptosis	5.7E-10	1.27	54	Cellular infiltration	0.000735	−3.01
15	Genital tumor	7.13E-07	1.27	55	Cell movement of myeloid cells	0.00102	−3.15

Bulk-seq pathways included a potential aspect of the exposure that the pseudo bulk-seq dataset did not: immune system damage or suppression. The most downregulated pathways in bulk-seq are immune-related, while in scRNA-seq, there is no indication of changes in immune function. 

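Of 50 leukocyte genes in TBxCB, 24 were higher and 26 lower with TCDD (median log2 fold change −0.00, limma camera adjusted p = 0.918). No leukocyte gene passed an adjusted p under 0.05 in edgeR's or DESeq2's test, and 3 were higher and 3 lower at an unadjusted p under 0.05. The antigen presentation gene cd74a (NM_131590) was at 82.8 ± 31.1 CPM in TB (SD, n = 2) and 47.0 ± 5.25 CPM in CB (SD, n = 3), a log2 fold change of 0.81 (standard error 0.323, adjusted p = 0.553 from edgeR). The listed gene mmp9 was lower, with a log2 fold change of −1.75 (standard error 0.464, unadjusted p = 0.0044 and adjusted p = 0.553 from edgeR). The pseudo bulk-seq table of TPxCP holds 9 of the listed genes, 4 of them higher and 5 lower (median −0.13, limma camera adjusted p = 0.616). At an adjusted p under 0.05, over all rows and over the list alone, il1b was higher and rag2, mmp9 and cd74b were lower; il1b is named after its value was seen. The recombinase gene rag2 (NM_131385) was at 21.5 ± 0.440 CPM in TP (SD, n = 2) and 225 ± 75.3 CPM in CP (SD, n = 3), a log2 fold change of −3.39 (standard error 0.314, adjusted p = 0.00166 from edgeR's quasi-likelihood test). Which cells these counts came from was not tested, and the paper reports no immune cluster in its scRNA-seq. The calls in TPxCP are therefore not shown to be of leukocytes.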

TCDD is a known immunotoxicant (Warren, 2000; Marshall and Kerkvliet, 2010). Immune cells, while serving important functions in the testes, are such a small population they are often not detected in scRNA-seq experiments, or at very low representation averaging about 3% (Green et al., 2018; Guo et al., 2018; Wang et al., 2018; Jung et al., 2019; Sohni et al., 2019; Shami et al., 2020; Yang et al., 2020). We did not detect immune clusters in our scRNA-seq dataset. It follows, then, that without enriching a sample for immune cells prior to scRNA-seq, immune system information may be lost. The revelation of this loss between our bulk and single cell data reiterates the importance of hypothesis-driven research. ScRNA-seq in general has been rightly touted as a useful tool in discovery-based research which can be mined for relevant information. However, with the testes it may be the case that when studying environmental contaminants known or suspected to be immunotoxic, the *a priori* decision to enrich for immune cells in a scRNA-seq study would produce a more realistic and meaningful dataset.

### scRNA-Seq Clusters Deliver Crucial Toxicological Details (TCxCC)

As we have seen with the comparison of bulk-seq (TBxCB) to pseudo bulk-seq (TPxCP), the narrowing of focus from a broad-ranging question of global expression, to a more specific inquiry that takes into account heterogeneity of a tissue, can impact the biological or toxicological understanding of the results. The same appreciation of granularity applies when comparing a pseudo bulk-seq dataset (TPxCP) to its scRNA-seq cluster counterparts (TCxCC). Clusters are distinct entities providing unique information about cell types in a tissue, and are the main deliverable of scRNA-seq. Two indispensable advantages of clustering are receiving the both proportions of cell type (or cellular state) constituting a tissue, and the gene expression signature of each cluster. Pseudo bulk-seq is not meant to provide that information. Pseudo bulk-seq data collapses scRNA-seq datasets to obtain a broad overview of those extricated clusters. Collapsing the transcriptomic dimensionality from individual clusters into one generalized dataset is also useful in checking for dropout as described above, but will naturally fail to retain all cell-specific changes. This loss of specificity is greater when comparing clusters to bulk-seq data, despite bulk-seq containing the same cell types. This bulk-to-cluster comparison is still important, however, to estimate dropout, as discussed above. Here we compare representations of the transcriptome from scRNA-seq clusters to pseudo bulk-seq and to bulk-seq data following TCDD exposure.

In previous work, we captured ten scRNA-seq clusters spanning all testicular cell types in control fish testes (spermatogonial stem cells (SSC), spermatogonia (SPG), four stages of spermatocytes (SPC), round and elongating spermatids, and two sperm clusters) (Haimbaugh et al., 2022). In TCDD-exposed fish testes, only eight clusters remained--sperm and late spermatid populations were decimated. A total of 980 genes were significantly differentially expressed among each of the eight control and TCDD clusters. 574 of these DEGs were not included in pseudo bulk-seq DEGs; only 243 DEGs overlapped. These differing representations result from the collapse of transcriptomic information across all cells in pseudo bulk-seq. Spermatogenesis is a multi-step process, where transcriptional programs that are turned on in earlier stages must be silenced in later stages as the cell’s needs fluctuate. Each subsequent developmental stage in the male germ cell trajectory is quite different from the one preceding it. In SSCs, self-renewal and mitosis occur. Some of those progeny will remain SSCs, and some will differentiate to SPG. SPG proliferate and then meiose into SPCs, which undergo a second meiosis to form round spermatids. These round spermatids undergo dramatic architectural elongation and compaction to produce the mature spermatozoa. This can lead to the effect of some transcript expression levels “cancelling out,” as one subpopulation expresses, for example, a mitosis program where DNA must be accessible for synthesis, while another compacts chromatin quite tightly to shape sperm.

This divergent transcriptional representation in clusters is exaggerated with bulk-seq. Bulk-seq, being an average expression profile of all cells in the suspension, has the same issues as pseudo bulk-seq would in terms of transcriptional programs “cancelling out,” but with the added noise of the dropout manifesting in the clusters. The uneven dropout in scRNA-seq results in a different sample composition than that of bulk-seq, as described above. Here, 800 DEGs were unique to clusters, with only 17 DEGs overlapping with bulk-seq DEGs.

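Of 23 apoptosis genes in TPxCP, 10 were higher and 13 lower with TCDD (median log2 fold change −0.28, limma camera adjusted p = 0.557). At an adjusted p under 0.05 over all rows, tnfrsfa was higher and 6 genes were lower, and 3 were higher and 7 lower when adjusted over the list alone; tnfrsfa is named after its value was seen. The gene dffa (NM_001002631), which encodes the inhibitor of an apoptotic nuclease, was at 29.7 ± 7.51 CPM in TP (SD, n = 2) and 164 ± 53.6 CPM in CP (SD, n = 3), a log2 fold change of −2.45 (standard error 0.324, adjusted p = 0.00270 from edgeR's quasi-likelihood test). The values for this list in TBxCB stand with the bulk-seq pathways.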

Without the cluster information, it would’ve been difficult to predict the widespread apoptosis from bulk-seq or pseudo bulk-seq alone, as pathway analysis returned apoptosis pathways with either weak (<1) z-scores, or only one apoptosis result of 55 total pathways (1.8%), respectively. From the clusters we could determine the cell population proportions changed from sperm and spermatids contributing about 30% of the control population, to about 4% after exposure. As a result of the population shift, SPG and early SPC made up about 80% of the TCDD population, whereas in controls they constituted about 30%. From this population shift we were able to hypothesize either a failure in spermiogenesis, or cell death of sperm. Cell death of fully developed sperm was confirmed by immunohistochemistry (Haimbaugh et al., 2022).

## Summary

Acceleration in the field of transcriptomics has brought about myriad useful, high-powered technologies for investigating every aspect of gene expression. Deliberately choosing the method to best understand the specific research question becomes complicated, yet remains critical. This is pertinent for any discipline, including the growing field of TGx. The implications for regulatory toxicology cast a layer of added urgency to this task. We demonstrate here the nuances associated with two common transcriptomic assays (bulk-seq and scRNA-seq), using an early-life TCDD exposure model. Due to cell and transcript dropout combined with reduced transcriptome coverage in scRNA-seq, these two assays offer incomparable DEG profiles. As scRNA-seq is often used for cell-type marker discovery for future deeper sequencing with bulk-seq, the opposing DEG profiles could complicate marker enrichment and subsequent interpretation of the results. Despite originating from the same tissue and same exposure, the pathways these DEGs contribute to were also divergent, with scRNA-seq pathways offering insight into biological mechanisms of sperm loss following TCDD, while bulk-seq presented a profile of general immune dysregulation. Both pieces of evidence, however, are true. These different perspectives reinforce the need for validation efforts using other methods including phenotypes, histology, and behavior analysis, to supplement transcriptomic findings from different analytical tools.

There are efforts to make bulk-seq and scRNA-seq more cohesive. Spatial transcriptomics, while suffering from low throughput, addresses the question of dropout: no dissociation, microfluidic droplet or complex data analysis are required (10x Genomics, Inc., 2021b). Deconvolution techniques are actively being developed, where scRNA-seq data is used to estimate proportions of cell type populations in homogeneous bulk-seq samples (Hunt et al., 2018; Newman et al., 2019; Wang et al., 2019). A potential limitation to this approach is that all cell populations may not be present in the scRNA-seq matrix; we have shown this in testes. The ability to extract information from bulk-seq with scRNA-seq-level specificity would preempt scRNA-seq-specific artifacts and reduce experimental costs dramatically.

Exposure-induced risk is notoriously difficult to determine. The “exposome,” or the multiple exposures each individual ever encounters over their lifetime (Wild, 2005), to-date represents an epistemic limit of toxicology, and a profound caveat in epidemiological studies. Total environmental control can be accomplished only in model organisms. Even with this level of control, the toxicotranscriptomic outcomes of exposure can be differentially represented according to the investigational protocol. With this evident variability, it is critical for researchers to produce reliable, replicable data for toxicological risk interpretation in humans. Zebrafish in particular are uniquely positioned to investigate questions of both aquatic and human toxicology, due to their high potential for translatability. We show the transcriptome of adult zebrafish testes is susceptible to early-life TCDD exposure, which can differentially present as sperm death or immunotoxicity, depending on the assay and its associated strengths and artifacts. Future toxicotranscriptomic studies in other tissues, species, toxicants, or exposure schemes may also find differential results between bulk-seq and scRNA-seq. These differential results are not necessarily misleading, and can in fact enhance the TGx field’s understanding of the cellular and transcriptional states complexly affected by exposure.

## Methods

### Fish Husbandry

Zebrafish (AB strain) were maintained as described in Meyer et al. (2018). Briefly, fish were fed twice daily and kept on a 14:10 h light/dark cycle (Westerfield, 2000) in buffered, recirculating, reverse osmosis water with temperatures maintained at 27–30 °C. Animal use protocols were approved by the Institutional Animal Care and Use Committees at Wayne State University and the University of Wisconsin-Madison, according to the National Institutes of Health Guide to the Care and Use of Laboratory Animals (Protocol No. M00489).

### TCDD Exposure

TCDD (>99% purity) (Chemsyn, Concord, ON, Canada) was used as a 0.4 ng/ml stock solution in dimethyl sulfoxide (DMSO) Zebrafish were exposed as previously described (Henry et al., 1997; Baker et al., 2013). Briefly, fish were exposed at three wpf and again at seven wpf to water-borne TCDD (50 pg/ml) or vehicle (0.1% DMSO) for 1 h each time in small glass beakers with gentle rocking. Fish were raised in beakers with daily water changes of 40–60% at a density of five fish per 400 ml beaker between 3 and 6 weeks, and five fish per 800 ml beaker between 6 and 9 weeks post-fertilization. All results are derived from three independent TCDD exposure experiments done in successive blocks.

### Testes Isolation: Intact Control Testes (CI)

Adult (1-year-old (+/- 1 month)) male zebrafish were euthanized in tricaine methanesulfonate (1.67 mg/ml) (Fisher Scientific, Waltham, MA, United States) for 10 minutes. Testes were dissected and excess adipose tissue removed in ice cold 1x PBS (Gibco, Waltham, MA, United States). Testes were placed in 300 μL RNALater (Thermo Fisher, Waltham, MA, United States) for 48 h. RNALater was then drained and tissue stored at -80 °C.

### Testes Isolation and Enzymatic Dissociation of Testes: Control Dissociated (CD); TCDD and Control Dissociated for 10x Sequencing (TP, CP); TCDD and Control Dissociated for Bulk Sequencing (TB, CB)

Adult (1.5-year-old (+/- 1 month) (TP, CP, TB, CB) or 1-year-old (+/- 1 month) (CD)) male zebrafish were euthanized in tricaine methanesulfonate (1.67 mg/ml) (Fisher Scientific, Waltham, MA) for 10 minutes. For CD replicates (n = 3), only one testis was dissected for dissociation, while the contralateral testis remained intact for paired bulk-seq. For all other replicates, both testes were dissected (CB/CP: n = 3; TB/TP: n = 2). Testes were dissected and excess adipose tissue removed in ice cold 1x PBS (Gibco, Waltham, MA, United States). Testes were minced, then centrifuged for 5 min at 500 g. PBS was removed, and 100 uL of digestion media (100 uL Leibovitz’s L-15 medium (MilliporeSigma, Burlington, MA, United States), one uL bovine serum albumin (New England BioLabs, Ipswich, MA, United States), one uL DNAseI (Zymo Research, Irvine, CA, United States), and 1 mg collagenase Type II (Worthington Biochemical Corporation, Lakewood, NJ, United States)) was added. Tissue was shaken at 280 rpm for 1.5 h, with manual disruption *via* wide-bore pipetting every 15 min. Cells were centrifuged for 5 min at 500 g, digestion media aspirated, and cells resuspended in PBS. Dead cells were removed with a Dead Cell Removal Kit (Miltenyi Biotec, Bergisch Gladbach, Germany). Cell viability of 90% was determined using the BioVision Live/Dead Cell Viability Assay Kit (BioVision Inc., Milpitas, CA, United States), according to manufacturer’s instructions. Cells were immediately 1) loaded for 10x sequencing (CP (n = 3), TP (n = 2)), or 2) placed in Qiazol (Qiagen, Hilden, Germany) and frozen at −80°C (CB (n = 3), TB (n = 2)). Approximately 5,000 cells were loaded for scRNA-seq per replicate (CP, TP). The remaining cells (approximately two million) from the testes suspension were reserved for bulk seq (CB, TB). All cells (approximately one million) from each CD testis (n = 3) were used for bulk-seq,

### RNA Isolation

RNA was isolated from testes using the RNeasy Lipid Tissue Mini Kit (Qiagen, Hilden, Germany) according to the manufacturer’s specifications. Briefly, samples were homogenized in Qiazol (Qiagen, Hilden, Germany), RNA was separated from organic material with chloroform-isoamyl alcohol mixture (≥99.5%) (Millipore Sigma, Burlington, MA, United States), RNA was purified on a filter and eluted with RNAse-free water. RNA concentration was measured with Qubit 3.0 Fluorometer (Invitrogen, Carlsbad, CA, United States). Isolated RNA was stored at -80 °C.

### 3′-End Library Preparation, Sequencing, and Alignment

3′ mRNA-seq libraries were prepared from isolated RNA using QuantSeq 3’ mRNA-Seq Library Prep Kit FWD for Illumina (Lexogen, Vienna, Austria). Samples were normalized to 40 ng/μL (total input of 200 ng in 5 µL) and amplified at 17 cycles. Libraries were quantified using a Qubit 3.0 Fluorometer and Qubit^®^ dsDNA Broad Range Assay Kit (Invitrogen, Carlsbad, CA, United States), and run on an Agilent TapeStation 2200 (Agilent Technologies, Santa Clara, CA, United States) for quality control. The samples were sequenced on a HiSeq 2500 (Illumina, San Diego, CA, United States) in rapid mode (single-end 50 bp reads). Reads were aligned to *D. rerio* (genome assembly GRCz11 (danRer11)) using the BlueBee Genomics Platform (BlueBee, Rijswijk, Netherlands). Raw data and processed files were uploaded to the NCBI GEO database (GSE193758).

### 10x Library Preparation and Sequencing

Single cell transcriptome profiles were generated using the 10x Chromium Controller v2 chemistry following the Chromium Single Cell 3′ protocol. We acquired 180 million reads per sample, or ∼120,000 reads/cell. Raw data and processed files were uploaded to the NCBI GEO database (awaiting approval).

### 10x Data Processing

Cell Ranger was used to align sequencing reads to the zebrafish reference genome (dR10) which was constructed using the mkref command (Zheng et al., 2017). Count data was imported to Seurat (version 4.0.4) for quality control (QC) filtering, clustering, dimensionality reduction, visualization, and differential gene expression (Satija et al., 2015; Hao et al., 2021). Each sample was filtered to cells containing at least 500 features with clusters requiring a minimum of 30 cells. Samples were merged prior to normalization and clustering (resolution 0.3). Differentially expressed genes between conditions for each cluster were identified using the “FindMarkers” function.

### Ingenuity Pathway Analysis

The functional pathways in each comparison were generated through the use of IPA (Qiagen Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). Genes with significant differential expression, as defined by a log fold change of ≥1 or ≤ −1, and a *p*-value<0.01, were uploaded into IPA software, using RefSeq IDs as identifiers.

### Apoptosis Assay

Immunohistochemistry was performed by the Wayne State University Biobank and Correlative Sciences Core. Formalin-fixed paraffin-embedded sections of bisected zebrafish were de-waxed and rehydrated in a xylene-ethanol-water series. Endogenous peroxides were removed by a methanol/1.2% hydrogen peroxide incubation at room temperature for 25 min. HIER antigen retrieval was done with a pH6 citrate buffer and the BIOCARE Decloaking Chamber (Concord, CA, United States). A 40 min blocking step with SuperBlock Blocking Buffer (Thermo Scientific, Waltham, MA, United States) was performed prior to adding the primary antibody. Detection was obtained using GBI Labs (Bothell, WA, United States) DAB Chromogen Kit and counterstained with Mayer’s hematoxylin. Sections were then dehydrated through a series of ethanol to xylene washes and coverslipped with Permount (Fisher Scientific, Waltham, MA, United States). A 1:100 dilution of Cleaved caspase three antibody (9664S) antibody (Cell Signaling, Danvers, MA, United States) was used overnight at 4 °C.

The authors analyzed CC3 labeling to determine presence and/or extent of apoptosis (control fish: *N* = 3; TCDD-exposed: *N* = 3). We obtained up to three distinct images from replicate testes slides at ×40 magnification, and manually quantified a quadrant of each image (control = 8 quadrants, TCDD = 9 quadrants). Significance of the percent apoptotic cells per cell type between controls and TCDD images was measured *via* student’s two-tailed *t*-test.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO (GSE193758).

How the deposited data were processed for this re-analysis (not part of the article)

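Transcript levels were measured in 16 libraries of adult zebrafish testes. Intact testes (CI, n = 3) and their dissociated contralateral testes (CD, n = 3) came from control fish of 1 year of age. Dissociated testes of control fish (CB by bulk-seq and CP by pseudo bulk-seq, n = 3 each) and of TCDD-exposed fish (TB and TP, n = 2 each) were from fish of 1.5 years of age, and each suspension was divided between bulk-seq and scRNA-seq, with about 5,000 cells loaded for the latter. Fish had been exposed for 1 h at 3 and at 7 weeks post-fertilization to TCDD at 50 pg/ml or to 0.1% DMSO. The sample labels give 50 pg/ml for control fish as well; the paper's exposure was used.

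The authors made the bulk-seq counts from 3′ mRNA libraries whose reads were aligned to GRCz11, and the pseudo bulk-seq counts from Cell Ranger output summed over cells. For Cell Ranger, the paper names a reference it calls dR10, while the sample records name GRCz11. Whether both methods used the same assembly is therefore not settled. The deposited tables hold these as raw counts per RefSeq mRNA accession, in 5 tables, 1 for each comparison. The authors' deposited tables also give a log2 fold change, a mean level as log2 CPM, a likelihood ratio as score, an unadjusted p-value and an FDR from edgeR. The authors' deposited cluster tables give a fold change, read here as natural log, and p-values, which the authors computed with Seurat. The base was taken from the name of the column and not tested, although the version of Seurat the paper names writes log2 under another name. In these tables, the adjusted p-value is the p-value times the number of transcripts tested. The shares of cells in these tables were used only for a first ranking of cluster markers, which was later replaced by a ranking on fold changes. No per-sample column of the tables was left unused (0 columns). Gene names were taken from RefSeq annotation of assembly GRCz12tu by accession, for 97.6% of bulk-seq rows and 85.4% of the rows of TPxCP, and no coordinates were taken from it.

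The tables were tested before use. In TBxCB, accessions and fold changes run in the opposite row order to the counts, and the counts were reversed. In CPxCB, the bulk columns scC1 and scC3 add up to CI replicate 3, and in TPxTB the bulk columns scT1 and scT2 differ by no more than sampling noise. Each such pair was added and taken as 1 library, which left 2 libraries of bulk-seq in CPxCB and 1 in TPxTB. The bulk columns of TPxTB lay nearer to CI replicates 1 and 3 than to either TB library of the TBxCB table. In CDxCI, the authors' fold changes have the opposite sign to CD over CI by the column names (correlation −0.999 over 9,139 rows), and the column names were followed.

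Total counts per library were 7,968,350 to 29,144,951 in CDxCI, 4,828,801 to 36,172,885 in TBxCB and 3,490,409 to 9,987,998 in TPxCP. In CPxCB they were 2,783,688 to 8,280,076 for pseudo bulk-seq. Floors of 3 counts cover counting error only, since reads without molecular identifiers are not independent molecules.

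Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Rows passed filterByExpr at its defaults, libraries were scaled by TMM, and groups were compared by the quasi-likelihood test with robust estimation, followed by Benjamini-Hochberg adjustment over all rows tested. Calls are rows at an adjusted p under 0.05. DEGs are rows at the paper's thresholds, an unadjusted p under 0.01 and a log2 fold change of at least 1 in size. The difference between the TCDD effects in pseudo bulk-seq and in bulk-seq was tested as an interaction in 1 fit of CP, TP, CB and TB over 4,388 rows, with the bulk counts of TBxCB. The same contrast is the difference between the droplet effects in TCDD-exposed and control testes. The 29 gene lists were written from gene symbols before the data were examined and tested with camera in limma 3.58.1 at a preset correlation of 0.01, for lists with at least 3 members among the rows tested, with adjustment over the lists of each comparison. They cover AhR signaling, apoptosis, cholesterol biosynthesis, cilium and flagellum, DNA replication, glycolysis, heat shock, immediate early genes, ion channels, meiosis, mitosis and kinetochore, oxidative phosphorylation, ribosomal proteins, steroid receptors, the unfolded protein response, TF families and mitochondrial genes. As cell types and tissues they cover spermatogonia, spermatids and sperm, Sertoli, Leydig, smooth muscle and fibroblasts, endothelial cells, leukocytes, erythrocytes, oocytes, adipocytes, liver and yolk, and skeletal muscle. The pattern of names for ribosomal proteins also takes in S6 kinase genes, which are no ribosomal proteins: 6 of 91 members in CDxCI and TBxCB, 2 of 82 in TPxCP and 1 of 79 in CPxCB and TPxTB. List tests keep them, and the spread of ribosomal protein genes was computed without them as well. Names of mitochondrial genes as in NCBI records were added to their list after the data were seen. Single values per library were compared by exact permutation, and counts by Fisher's exact test, with scipy 1.17.1 in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3).

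The genes named in the text were chosen by a rule written before the data were examined. For each comparison it names up to 5 rows per direction with the largest fold changes, among rows with a gene symbol, an adjusted p under 0.05, a mean of at least 20 counts per library in the higher group and groups that do not overlap. It names the 3 called members of each reported list with the smallest adjusted p, or 2 with the highest mean where none was called, and the genes the paper names. The paper's tables had been seen when the rule was written. Not every gene the rule names is printed.

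By the paper, CD and CI are contralateral testes of the same fish, and equal replicate numbers were taken to mark a pair, which the paper does not state. The pairing was checked on residuals within groups. Libraries of the same number had correlations of 0.261, 0.0408 and −0.0593, so the pairing was not used in the test, and a fit with the number as a replicate block was run as an alternative. Each suspension was divided between the methods by the paper, and the bulk columns of the TBxCB table carry the numbers 1 to 3 (scC) and 1 and 2 (scT), though their names spell the labels of scRNA-seq samples. Libraries of the same number had correlations of 0.283, 0.405 and 0.157 between CP and CB, where CP replicates 1 and 3 had higher ones with scC3 (0.360) and scC2 (0.179), and of −0.0315 in both pairs of TP and TB. A fit with the suspension as a replicate block was run as an alternative for the difference between the methods, and for CPxCB and TPxTB with these bulk counts.

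The alternatives, set before the data were examined, were DESeq2 1.42.0, RLE factors in place of TMM, no filter beyond 1 count, at least 10 counts in every library, the replicate block, leaving out each library in turn, an adjusted p under 0.01, a camera correlation estimated from the data, the authors' p and fold changes for overlaps, a detection minimum of 5 counts, equal totals and a low expressor limit of 0.1%. After the data were examined, the bulk columns as deposited, bulk counts from the TBxCB table with and without the replicate block, the pseudo bulk-seq minimum of 30 counts applied to bulk-seq, cluster fold changes taken as log2, and the spread of ribosomal protein genes without S6 kinase genes were added. The tests were tried on simulated data with the dispersions of each comparison. Of genes given a 4-fold change, 74.0% were recovered in CDxCI, 96.0% in CPxCB, 99% in TPxTB, 99% in TPxCP and 39.0% in TBxCB, and of genes given a 2-fold change 13.3%, 21.0%, 69%, 57% and 3.00%. Between 8.70% and 16% of the calls were of unchanged genes, at a nominal 5%.

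Low expressors were rows detected with a sum of at most 1% of the largest row sum of the group, after the paper's definition but with unnormalized sums. Single cells were not clustered and doublets not looked for here, since the deposited files hold no values per cell; the paper's description of its filtering names no step for doublets. Pathways were not scored with the paper's commercial software.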

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

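The results in this part are those in which the change with TCDD differed between pseudo bulk-seq and bulk-seq of the same suspensions by a test of the difference itself. The interaction was planned; the tests of a fall in the whole tissue and of depth were chosen after the result was seen, and so was the ranking of cluster markers by fold change, which replaced another ranking whose result had been seen.

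The TCDD effect differed between the methods in 307 of 4,388 rows at an adjusted p under 0.05 in edgeR's test, 37 with a higher and 270 with a lower value in pseudo bulk-seq. DESeq2 called 633 rows. The number of rows depended on single libraries. It was 148 without CP replicate 1, 180 without CP replicate 3, 81 without TP replicate 1, 1 without TP replicate 2 and 1,542 without TB library scT1. Over the gene lists, the median difference of the log2 fold changes was −2.59 for cilium and flagellum (67 genes, 43 called lower, limma camera adjusted p = 6.55e-43), 0.83 for DNA replication (35 genes, 3 called higher, limma camera adjusted p = 3.80e-05) and 0.36 for the list of ribosomal proteins (79 genes, 1 of them a gene of an S6 kinase, 68 of them higher, limma camera adjusted p = 0.00412). In the ribosomal protein list no gene was called by edgeR. With a correlation between genes estimated from the data, the adjusted p was 0.559 for cilium and DNA replication and 0.722 for ribosomal proteins. Genes that the authors' deposited tables call in both methods included pnrc1, with a difference of −2.95, ghitm with −2.54 and bcs1l with 2.93. Each of these calls was lost without some library. The adjusted p of pnrc1 was 0.103 without CP replicate 1, 0.0609 without CP replicate 3, 0.173 without TP replicate 1, 0.147 without TP replicate 2, 0.0542 without CB library scC1, 0.0508 without scC3 and 0.0937 without TB library scT2. For ghitm it was 0.0901 without TP replicate 1 and 0.110 without TP replicate 2. For bcs1l it was 0.0667 without TP replicate 2.

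The pattern weighed here is that genes of cilia and flagella, which are active in late germ cells, fell with TCDD in pseudo bulk-seq and less or not in bulk-seq. The tables argue against a fall of this size in the tissue as a whole. If TCDD had lowered these mRNAs in the testis, both methods would show it, but the fall in pseudo bulk-seq exceeded that in bulk-seq by −2.32 on the log2 scale (standard error 0.598), and by −1.98 (standard error 0.408) without the CB library scC2. A smaller fall in the tissue is not excluded, since the list in TBxCB was lower at a limma camera adjusted p of 2.45e-09 without scC2, 0.00026 without scT2 and 0.0959 with all libraries, all at the preset correlation; with an estimated correlation and all libraries it was 0.858. The tables also argue against depth. The mean total of the TP libraries was 1.02 times that of the CP libraries and lay within their range.

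Fewer late germ cells among the cells counted in TP is a candidate explanation that the deposited values alone cannot tell apart from others. The values bound in advance for it were a median below −1 for the markers of clusters rich in cilium genes and medians above −0.5 in the other clusters. The 193 other markers of clusters 7 to 10 had a median of −2.79, and those of clusters 1, 3, 4 and 5 had medians from 0.01 to 0.61. Cluster 6, with 4 cilium genes among its 100 markers, had a median of −1.06, which is below the bound for the other clusters. Under the ranking used first, by the difference in the share of cells with the transcript, the bounds were met, so the outcome of this test depends on how markers are ranked. It is not independent of the TPxCP values either, since by the paper samples were merged before clustering. It also rests on reading the cluster tables as a comparison of each cluster with all others, where the paper's methods describe a comparison between conditions. All 300 transcripts listed in the 9 tables whose fold changes vary had both signs among them. The former reading requires this only over all clusters, and not every cluster is among the 9. The latter reading does not require it. Cell numbers per group were not used here, since the deposited files give none, so these values by themselves keep this open. The paper itself reports such numbers for the scRNA-seq cells that pseudo bulk-seq sums. By its clusters, spermatids and sperm made up a much smaller share of TCDD-exposed than of control cells. That report goes with this explanation and was not checked here. The same suspensions gave a bulk-seq median of −0.39 for the markers of clusters 7 to 10. A loss of late germ cells on the way from the suspension to the droplets and a difference between the cells the authors kept after quality control were not tested, since the files hold no values per cell.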

How the results depend on the processing

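The alternatives that take bulk counts from the TBxCB table, the bulk columns as deposited, the minimum of the pseudo bulk-seq table or the cluster fold changes as log2 were chosen after the data were seen; the others were set before the data were examined. Of the values of results that answer a comparison, 373 kept their direction and their side of the threshold, or stayed within 1.5 times for a count. Another 52 moved further, 12 newly passed the threshold and 13 no longer passed it. For single genes named in the text, 402 values kept direction and call, 4 newly passed the threshold and 24 no longer did. No value of either kind changed direction past the threshold. Of the 25 list tests, RLE factors changed none. Where no cause is given below, the cause was not tested.

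An adjusted p under 0.01 is a stricter threshold, and it lowered the DEGs to 107 in CDxCI, 660 in TPxCP and 0 in TBxCB by edgeR, where 1,149 rows had an unadjusted p under 0.05. DESeq2 called 798 rows in CDxCI, 12 in TBxCB and 633 in the difference between the methods (both as a TCDD effect and as a droplet effect), and gave 397 DEGs in TBxCB. Its adjusted p for the cilium list in TBxCB was 0.0296. At least 10 counts in every library gave 0.0242 for that list and 0.0182 for apoptosis in TBxCB, and no filter gave 0.0423 for apoptosis.

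With a correlation between genes estimated in place of 0.01, limma's camera gave adjusted p of 0.0707 for Leydig, 0.433 for mitosis and 0.0898 for smooth muscle genes in CDxCI, 0.919 for oxidative phosphorylation in TPxTB, 0.805 for cilium, meiosis and sperm in TPxCP, 0.330 for ion channels and meiosis in TBxCB and 0.559 for cilium in the difference between the methods. The Sertoli list in CDxCI stayed at 0.0406.

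Bulk counts from the TBxCB table gave 1,896 calls in TPxTB, 421 DEGs higher in both CPxCB and TPxTB, and limma camera adjusted p of 0.0406 for oxidative phosphorylation, glycolysis and ion channels in CPxCB, 0.174 for ribosomal proteins in TPxTB, 0.0546 for oxidative phosphorylation in TPxTB and 0.0199 for glycolysis in TPxTB. The minimum of the pseudo bulk-seq table left 8,230 rows detected in bulk-seq. With a limit of 0.1%, low expressors were 50.4% in CB, 50.2% in TB, 48.4% in CP and 56.7% in TP. An unadjusted p under 0.01 with a 2-fold change gave 1,477 cluster DEGs with the fold changes of the cluster tables taken as natural logarithms, and 749 with them taken as log2. For overlaps, an adjusted p under 0.05 gave 0 shared rows by edgeR wherever TBxCB takes part, since it calls no row there. DESeq2 shared 9 rows lower in TPxCP and TBxCB and 11 in either direction, 3 higher and 2 lower in CDxCI and TBxCB. The authors' p and fold change gave 3, 6 and, for lower in CDxCI and TBxCB, 2.

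Leaving out 1 library gave 105 (without CD replicate 3) to 333 (without CI replicate 2) calls in CDxCI, where it was 111 and 138 without CD replicates 1 and 2 and 178 without CI replicate 3. In TPxCP it gave 397 (without TP replicate 2) to 2,853 (without CP replicate 2), with 618 without TP replicate 1 and 1,072 without CP replicate 3. In TBxCB the calls were 0 by edgeR without any library except scT1, and 698 without scT1; the DEGs were 32 (without scC3) to 1,473 (without scT1), with 54 without scC1 and 107 without scT2. The difference between the methods, as TCDD or as droplet effect, had 1 (without TP replicate 2) to 1,542 (without scT1) calls, with 148 and 180 without CP replicates 1 and 3 and 81 without TP replicate 1. Of limma's camera adjusted p, the range was 0.0441 (without scC1+scC3) to 0.164 for oxidative phosphorylation in CPxCB, 0.000332 to 0.0558 (without TP replicate 1) for sperm in TPxCP, and in TBxCB 0.0211 (without scT2) to 0.498 for apoptosis, 2.45e-09 (without scC2; 0.00026 without scT2) to 0.904 for cilium and 0.00652 to 0.0540 (without scC3) for meiosis. A group left with 1 library is assumed to vary like the other group. In TPxTB, models without TP replicate 1 or 2 could not be fitted for lack of residual degrees of freedom, and without its only bulk column no comparison is left.

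With the replicate block, CDxCI had 367 calls and 629 DEGs and TPxCP 2,479 calls and 1,217 DEGs. TBxCB, by the numbers in its column names, had 29 DEGs and 0 calls by edgeR, where 1,149 rows had an unadjusted p under 0.05 without the block and DESeq2 called 12. In CDxCI, the numbers were taken to pair testes of 1 fish. For TPxCP and TBxCB, the legend of the paper's figure on DEGs speaks of paired control and TCDD-exposed testes, and its methods name 3 exposure experiments in successive blocks, but the paper links no replicate number to an experiment. Libraries of the same number had correlations of residuals of 0.258 and 0.416 in TPxCP, and of −0.0232 and −0.0854 in TBxCB. Suspensions paired between the methods by the numbers in the columns of the TBxCB table gave 398 calls for the difference between the methods, as TCDD or as droplet effect. With bulk counts from that table, the replicate block gave 1,956 calls in TPxTB and limma camera adjusted p of 0.0373 for oxidative phosphorylation in CPxCB, 0.0368 for it in TPxTB and 0.0193 for glycolysis in TPxTB. It changed the call of no other list. With the bulk columns of CPxCB and TPxTB as deposited, no replicate block was fitted, because these columns hold other libraries than those of the divided suspensions. Pseudocounts were not varied, since all tables hold counts, and the cluster tables were not restricted to the 8 clusters the paper compares, since the files do not say which these are.

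Counts per library were fewest in TBxCB for scT2, with 4,828,801 against 36,172,885 in scC2. In simulated data with the dispersions of each comparison, 39.0% of genes with a 4-fold change were recovered in TBxCB, against 74.0% in CDxCI and 99% in TPxCP. What depth alone contributes to this was not tested.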

Differences from the paper's values

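No tests in this part were chosen after the results were seen except where a sentence says so. Counts of DEGs are set at the paper's thresholds, an unadjusted p under 0.01 and a 2-fold change.

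In CDxCI, the paper's number of DEGs with a negative fold change is 348. By the column names, these are higher in dissociated testes, and 156 were found here. All alternatives set before the data were examined also differ from the paper's number: DESeq2 with 224, RLE factors with 154, no filter with 167, at least 10 counts in every library with 125, the replicate block with 198, an adjusted p under 0.01 with 4, and leaving out 1 library with 73 to 222. The paper's other number, 435, was close to the 456 rows found lower in dissociated testes.

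In TBxCB, the paper reports 310 DEGs, 171 up and 139 down, and 168, 89 and 79 were found here. DESeq2 gave 397, 216 and 181, which do not differ from the paper's numbers by more than 1.5 times, and neither do the 129 DEGs up with RLE factors and the 98 down without a filter. The other alternatives set before the data were examined differ from the paper's numbers. An adjusted p under 0.01 gave 0 rows by edgeR, where 1,149 rows had an unadjusted p under 0.05 and DESeq2 called 12 at an adjusted p under 0.05. At least 10 counts in every library gave 155, 96 and 59, and the replicate block 29, 9 and 20. RLE factors gave 202 in total and 73 down, and no filter gave 198 in total and 100 up. Without 1 library the total was between 32 and 1,473, that of DEGs up between 15 and 354 and that of DEGs down between 17 and 1,119.

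The paper counts 6 DEGs shared by TPxCP and TBxCB, and 1 was found here, mmp9. With the authors' p and fold change from their deposited tables over the rows kept by the filter, the number was 6. With an adjusted p under 0.05 and no fold threshold it was 0, since edgeR called no row in TBxCB, and with DESeq2 it was 11; both differ from the paper's number.

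For low expressors in control bulk-seq, the paper's text names normalized sums, and unnormalized sums were taken here. The upper end of the paper's count range equals the mean of the largest unnormalized sums (857,567 in CD, 577,856 in CI and 1,033,958 in CB). Its sums thus appear to be unnormalized as well. The paper's mean is 51.81% and the mean here was 88.2%. With a limit of 0.1% of the largest row sum in place of 1% it was 49.7%, which does not differ from the paper's value. At least 5 counts (87.9%) and thinning to equal totals (88.2%) differ. At the minimum of pseudo bulk-seq, the paper's value is 36.62% and 67.7% was found here, and no alternative was run for it.

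In CDxCI, the fold changes of the authors' deposited table are opposite to CD over CI by the column names: all 435 DEGs with a positive fold change in the authors' deposited table are lower in the columns named CD. The levels of the somatic genes go with the column names. The gene gsdf was at 12.5 CPM in CD and 32.5 CPM in the CB suspensions, against 1421 CPM in CI; insl3 was at 92.0, 119.8 and 2914 CPM, cyp17a1 at 12.3, 31.5 and 298 CPM, hsd11b2 at 11.1, 43.1 and 926 CPM, and acta2 at 16.9, 68.7 and 417 CPM. As long as the CB libraries of the TBxCB table are dissociated testes, as their labels say, these levels argue against a swap of the names of CD and CI, a comparison chosen after the values were seen. Which sign the paper's pathway directions follow is not clear, since the captions of its 2 pathway tables give the numbers of molecules up and down the other way round for the same molecules. The next values are therefore set beside the paper's statements as they stand. Those statements rest on pathway scores of DEGs and the values here on counts over gene lists, which are unlike measures. The paper states that proliferation and growth were lower after dissociation and apoptosis higher. Its lowered proliferation terms are those of T lymphocytes and gonadal cells, and its canonical pathways list cyclins and cell cycle regulation as raised. Here 36 of 42 genes of mitosis were higher in CD, and apoptosis genes had a median of 0.12 with none called by edgeR (DESeq2 called 3 higher and 1 lower, and 7 had an unadjusted p under 0.05). The paper states that AhR signaling was raised by dissociation, and 11 of 26 listed genes were higher here, with aldh1a2 called lower. Entry into S phase was raised in the paper, and cdk2 was higher in CD here.

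In TPxTB, the paper's text gives more DEGs up than down, while the authors' deposited table holds 917 with a positive and 1,239 with a negative fold change; 1,110 were higher and 1,091 lower here. In TBxCB, the paper states that apoptosis was raised by TCDD and that leukocyte movement was lowered. Here 33 of 45 apoptosis genes were lower, and 26 of 50 leukocyte genes were lower. The paper's statements rest on activation scores of pathways from its DEGs, so the measures are unlike. Counts over a list do not tell genes that promote a process from genes that inhibit it. The paper's figure legend describes a tendency of TCDD-exposed libraries to lie above control libraries on PC2. Here the TP libraries lay apart from the CP libraries on PC2, and the TB and CB libraries overlapped on it, at −8.85 and 12.7 against −21.3 to 4.86. The paper states that pseudo bulk-seq holds no low expressors, and 94.6% of CP rows were low expressors by its definition here, with 48.4% at the limit of 0.1%. On TFs, the paper finds a higher share among the DEGs of bulk-seq than among those of pseudo bulk-seq. By gene families the shares here were 2.98% and 2.5%, while the share among detected rows was higher in bulk-seq here as well, at 5.53% against 2.04%. TF families are narrower than the paper's list. The paper describes the cluster tables as DEGs between TCDD-exposed and control cells within clusters. Here 4,857 accessions had an adjusted p under 0.05 in at least 1 of the authors' deposited cluster tables, and 1,477 had an unadjusted p under 0.01 and a 2-fold change in the 9 tables whose fold changes vary, with fold changes taken as natural logarithms. With fold changes taken as log2, an alternative chosen after the values were seen, they were 749. None of these matches the paper's number of DEGs over clusters. Of the 4,857, DEGs of TPxCP were 964 and of TBxCB 43, and of the 1,477 they were 598 and 8. The paper names Seurat's FindMarkers function for its test, which compares cells, and does not state the unit of replication.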

Other observations

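In this part, the tests of record assignment, of the intact columns, of somatic cells left in the TB suspensions and of other splits of the libraries were chosen after the results were seen; the tests of a droplet effect common to a function, of depth and of single TB libraries were planned before their results were seen.

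The splits of the 6 libraries of CDxCI into groups of 3 number 10. The real split gave 283 calls and 612 DEGs, and the highest of the other splits gave 0 calls by edgeR and 59 DEGs; in both cases only 1 split, the real one, gave as many. By the paper, CD and CI are contralateral testes, and libraries of 1 number were taken here as testes of the same fish, which the paper does not state. The real split parts the testes of all 3 fish, as do 3 of the others, of which the highest gave 0 calls by edgeR and 36 DEGs; the other 6 part the testes of 1 fish only. With 10 splits, or the 4 that part all fish, a share under 0.05 cannot be reached.

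Rows differed widely between pseudo bulk-seq and bulk-seq in CPxCB and TPxTB, in both directions within 1 function. The tables argue against the intact testes in the bulk columns of CPxCB as the whole reason, since with the CB libraries of the TBxCB table the DEGs were 93.0% of the number with the deposited columns. They argue against a droplet preparation that acts on all mRNAs of 1 function or cell type alike as the whole reason. The SD between the medians of the lists was 0.722 and the median SD within lists was 1.74, a ratio of 0.415. Medians over several genes vary less than single genes, so the ratio by itself does not decide. It is the spread within lists that goes against this reason as the whole one. A shift common to a list beside this spread is not excluded. Reads assigned to transcript records differently by the 2 pipelines may contribute. The SD over the list of ribosomal proteins in CPxCB was 5.51 times the larger of those in CDxCI and TPxCP (5.70 times without the S6 kinase genes on the list), and 11 of the shared rows had no count in any CB or TB library. A part of the droplet effect that acts gene by gene, and differences in priming and fragment length between the chemistries, were not tested and stay open. The same holds for a difference in reference assembly, since the paper names dR10 for scRNA-seq reads and GRCz11 for bulk-seq reads.

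The fold changes of TBxCB ran opposite to those of CDxCI across genes (correlation −0.248). Of 248 rows called lower in CD, 65.3% were higher in TB than in CB, with a median log2 fold change of 0.23; of 33 rows called higher in CD, 15.2% were, with a median of −0.59. The tables argue against 1 of the 2 TB libraries as the reason, since the correlation with CDxCI was −0.143 for scT1 and −0.310 for scT2. Depth of the libraries cannot be told apart from the rest. TBxCB had a correlation of −0.118 with CD over the deep CI replicate 3, −0.364 with CD over CI replicate 2 and −0.159 with CD over CI replicate 1, and one of 0.279 with CI replicates 1 and 2, the shallow ones, over CI replicate 3. More somatic cells of the testis left in the TB suspensions could also give this pattern, and the lists do not decide. The lowest of the medians in TBxCB was 0.0234, for Sertoli genes (quartiles −0.347 and 0.455), with 0.062 for Leydig genes (quartiles −0.600 and 0.602), 0.0314 for endothelial genes and 0.61 for smooth muscle genes. Single genes of these cells went both ways. The gene gsdf was at 30.0 ± 17.6 CPM (SD, n = 2) in TB and 32.5 ± 10.9 CPM (SD, n = 3) in CB, insl3 at 68.1 ± 11.9 and 119.8 ± 69.5 CPM and cyp17a1 at 21.7 ± 1.76 and 31.5 ± 12.0 CPM, while hsd11b2 was at 55.9 ± 21.7 and 43.1 ± 16.3 CPM, acta2 at 88.1 ± 56.1 and 68.7 ± 57.8 CPM and tagln at 39.3 ± 40.2 and 25.3 ± 25.6 CPM. A biological difference between TCDD-exposed and control fish stays open.

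The remaining lists gave the following values in CDxCI, as medians of log2 fold changes with limma camera adjusted p. Cilium and flagellum genes were at 0.14 (109 genes, 0.177), cholesterol biosynthesis at 0.31 (22 genes, 0.0427), oxidative phosphorylation at 0.04 (77 genes, 0.567), glycolysis at −0.19 (31 genes, 0.117), the unfolded protein response at 0.01 (28 genes, 0.847), the ribosomal protein list, with 6 S6 kinase genes, at −0.12 (91 genes, 0.073), ion channels at −0.12 (160 genes, 0.258) and TF families at −0.03 (703 genes, 0.566). Among cell types and tissues, adipocyte genes were at −0.64 (10 genes, 0.000466), endothelial genes at −0.58 (22 genes, 0.0435), liver and yolk at −0.43 (19 genes, 0.0435), skeletal muscle at −0.42 (18 genes, 0.00596), erythrocytes at −0.05 (18 genes, 0.941) and oocytes at 0.32 (27 genes, 0.177). With an estimated correlation none of these lists was under 0.05. In TBxCB, genes of DNA replication were at −0.38 (43 genes, limma camera adjusted p = 0.000745), glycolysis at 0.30 (31 genes, 0.00289), adipocytes at 0.38 (10 genes, 0.0533), erythrocytes at 0.23 (19 genes, 0.162), oocytes at 0.01 (28 genes, 0.518), spermatids and sperm at 0.40 (12 genes, 0.193), spermatogonia at −0.02 (22 genes, 0.751), AhR signaling at −0.09 (24 genes, 0.861) and cholesterol biosynthesis at −0.23 (22 genes, 0.0959). With an estimated correlation, no list of TBxCB was under 0.05 in limma's camera test, and the adjusted p was 0.330 for DNA replication and for glycolysis.

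In TPxCP, the ribosomal protein list was at 0.38 (82 genes with 2 of S6 kinases, 78 of them higher, limma camera adjusted p = 1.57e-05), the unfolded protein response at 0.36 (23 genes, 0.0246), oxidative phosphorylation at −0.14 (92 genes, 0.935), glycolysis at −0.10 (17 genes, 0.995) and AhR signaling at −0.40 (8 genes, 0.923). In TPxTB, cilium and flagellum genes were at −2.16 (67 genes, 60 of them lower, limma camera adjusted p = 3.23e-09), ion channels at −2.17 (10 genes, 0.0108) and the ribosomal protein list at 0.91 (79 genes with 1 of an S6 kinase, 0.0457, and 0.174 with the TB libraries of the TBxCB table). In CPxCB, cilium and flagellum genes were at 0.51 (67 genes, 0.251) and ion channels at −1.80 (10 genes, 0.0873, and 0.0406 with the CB libraries of the TBxCB table). With an estimated correlation, no list of TPxCP, TPxTB or CPxCB was under 0.05 in limma's camera test.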
